# Targeting Class I Histone Deacetylases in Human Uterine Leiomyosarcoma

**DOI:** 10.3390/cells11233801

**Published:** 2022-11-27

**Authors:** Qiwei Yang, Ali Falahati, Azad Khosh, Hanaa Mohammed, Wenjun Kang, Ana Corachán, Maria Victoria Bariani, Thomas G. Boyer, Ayman Al-Hendy

**Keywords:** uterine leiomyosarcoma, leiomyoma, histone deacetylase, inhibitors, transcriptome analysis, apoptosis, cell cycle, EMT, histone modifications, transcription factors, miRNAs

## Abstract

Uterine leiomyosarcoma (uLMS) is the most frequent subtype of uterine sarcoma that presents a poor prognosis, high rates of recurrence, and metastasis. Currently, the molecular mechanism of the origin and development of uLMS is unknown. Class I histone deacetylases (including HDAC1, 2, 3, and 8) are one of the major classes of the HDAC family and catalyze the removal of acetyl groups from lysine residues in histones and cellular proteins. Class I HDACs exhibit distinct cellular and subcellular expression patterns and are involved in many biological processes and diseases through diverse signaling pathways. However, the link between class I HDACs and uLMS is still being determined. In this study, we assessed the expression panel of Class I HDACs in uLMS and characterized the role and mechanism of class I HDACs in the pathogenesis of uLMS. Immunohistochemistry analysis revealed that HDAC1, 2, and 3 are aberrantly upregulated in uLMS tissues compared to adjacent myometrium. Immunoblot analysis demonstrated that the expression levels of HDAC 1, 2, and 3 exhibited a graded increase from normal and benign to malignant uterine tumor cells. Furthermore, inhibition of HDACs with Class I HDACs inhibitor (Tucidinostat) decreased the uLMS proliferation in a dose-dependent manner. Notably, gene set enrichment analysis of differentially expressed genes (DEGs) revealed that inhibition of HDACs with Tucidinostat altered several critical pathways. Moreover, multiple epigenetic analyses suggested that Tucidinostat may alter the transcriptome via reprogramming the oncogenic epigenome and inducing the changes in microRNA-target interaction in uLMS cells. In the parallel study, we also determined the effect of DL-sulforaphane on the uLMS. Our study demonstrated the relevance of class I HDACs proteins in the pathogenesis of malignant uLMS. Further understanding the role and mechanism of HDACs in uLMS may provide a promising and novel strategy for treating patients with this aggressive uterine cancer.

## 1. Introduction

Uterine leiomyosarcoma (uLMS) is a rare and aggressive uterine cancer, representing 1–2% of all uterine malignancies [1]. The annual incidence of uLMS is approximately 0.8 per 100,000 women [2]. The five years survival for all patients is between 25 and 76%, with survival for women with metastatic disease at the initial diagnosis approaching only 10–15% [3]. Although irrespective of treatment, the uLMS is characterized by poor prognosis [4], the present treatment for uLMS patients exhibits resistance to currently available therapies, as evidenced by high recurrence and progression rates [5]. The origin and mechanism underlying driving its clinical and biological behavior remain unclear [6].

Histone deacetylases are a class of enzymes that remove acetyl groups from an ε-N-acetyl-lysine amino acid on histone and govern the chromatin structural dynamics of histones to wrap the DNA more tightly [7,8]. Its action is the opposite of histone acetyltransferase, which neutralizes their positive charge by acetylation of histone tails, thereby relaxing chromatin structure due to greater electrostatic repulsion from negatively charged DNA. Accumulated studies demonstrated that HDACs are involved in many biological events and pathological diseases [7,9,10,11], including varied types of cancer. Class I (HDACs 1, 2, 3, and 8) are located mainly in the nucleus and play an important role in cell proliferation, cell cycle progression, DNA damage response, development, and establishment and maintenance of the abnormal phenotype of diseases, including cancer progression [12,13,14,15,16]. HDACs 1, 2, and 3, as members of the class I HDAC family, are of particular interest as they are recruited to multiprotein complexes to mediate gene expression [17]. In addition, the modulation of these HDACs presents a specific possibility of interfering with multiple signaling pathways that are hijacked by tumor cells [12].

HDAC inhibitors (HDACi) have been used in several clinical studies and approved by the FDA for treating diseases and several types of cancer, including rare cancer [12,18,19,20,21]. Notably, treatments of tumor cells with HDAC inhibitors induce multiple effects, including cell cycle arrest, apoptosis, differentiation and senescence, modulation of immune response, altered angiogenesis, and restoration of sensitivity to drugs. The latter leads to the more promising outcomes, when the strategy of using combination treatments of HDACi with other chemotherapeutic agents is applied [22,23,24,25,26]. However, the role of HDACs in the pathogenesis of rare cancer, uLMS, is mainly unknown. In this study, we assessed the expression pattern of Class I HDACs in cells and tissues of uLMS and myometrium and characterized the role and mechanism of class I HDACs in the pathogenesis of uLMS. Deep diving into the molecular mechanism of uLMS pathogenesis linking to HDACs would help improve the clinical management and health outcomes of these discriminated patients.

## 2. Materials and Methods

### 2.1. Uterine Leiomyosarcoma Samples

The uLMS tissues were obtained from the University of Chicago Tissue Bank. Approval from the Institutional Review Board (# 20-1820) at the University of Chicago was obtained for the retrospective chart review of uLMS patients. Informed consent was obtained from all the study participants before surgery. The cases with an initial diagnosis of uLMS at the University of Chicago Hospital were reviewed, and the diagnosis was confirmed by hematoxylin-eosin (H&E) evaluation and immunohistochemistry. A total of nine cases with uterine uLMS were used as previously described [27].

### 2.2. Immunohistochemistry

Immunohistochemistry (IHC) was performed as described previously [27]. The primary antibodies used for IHC were shown in Table 1. To determine the percentage and intensity of HDACs-positive cells, QuPath software (version 0.2.3) (https://qupath.github.io, accessed on 27 October 2021) was used with the positive cell detection command. Thresholds were set to categorize cells according to nuclei staining intensity: negative, weak, moderate, and strong intensity. The histochemical scoring (H-score) captures both the intensity and the proportion of the HDAC-positive cells from the IHC image and comprises values between 0 and 300 [28], thereby offering a dynamic range to quantify HDACs abundance between myometrium and uLMS. Human testis, bladder, and colon tissues were used as positive tissues for HDAC1, HDAC2, and HDAC3, respectively.

### 2.3. Cells and Reagents

The source and culture condition of human leiomyoma cell line (HuLM), uterine smooth muscle (UTSM) cell line, SK-UT1 cell line (ATCC, Manassas, VA, USA), and MES-SA cell line (ATCC, Manassas, VA, USA) were described previously [27].

Class I HDAC inhibitor Tucidinostat was purchased from Selleck Chemical (Cat# S8567, Houston, TX, USA). DL-sulforaphane was purchased from Sigma-Aldrich (Cat# S4441, Saint Louis, MO, USA). The range of doses tested was 1–25 µM.

### 2.4. Proliferation Assay

A trypan blue exclusion assay was performed for Cell proliferation measurement. Cells were seeded into 12-well tissue culture plates and treated with the Tucidinostat and DL-sulforaphane at a dose range of 1–25 µM for 48 hr. An equal amount of DMSO was used as vehicle control. After treatment, the cells were trypsinized and collected by centrifuge. The cells were resuspended in a serum-free medium. Equal volume of 0.4% trypan blue and cell suspension was mixed and applied to a hemacytometer for cell counting. Viable cells were unstained. This assay was performed three times in triplicate.

### 2.5. Protein Extraction and Western Blot

Protein extraction and specific protein bands visualization were performed as described previously [27]. The information about usage of primary antibodies is listed in Table 1. The antigen-antibody complex was detected with Trident Femto Western HRP substrate (GeneTex, Irvine, CA, USA). Specific protein bands were visualized using ChemiDoc maging system (Bio-Rad, Hercules, CA, USA).

### 2.6. RNA-Sequencing

The uLMS cell line (SK-UT-1) was treated with 5 µM Tucidinostat or 5 µM DL-Sulforaphane for 48 hr. Cells were subjected to RNA isolated using Trizol. RNA and library quality and quantity were assessed as described previously [27]. An Illumina NovaSEQ6000 was used for library sequencing. 

### 2.7. Transcriptome Profiles Analysis

We designed the bioinformatics analyses on the basis of the flow diagram, as shown in Figure 1.

#### 2.7.1. Transcriptome Data Analysis

The classical alignment-based mapper STAR, version 2.6.1d (GitHub, Inc., San Francisco, CA, USA) (23) was used to map sequencing reads to a human reference transcriptome. The results of STAR mapping were quantified by Salmon, version 1.4.0. Then, Bioconductor (https://bioconductor.org/packages/release/bioc/html/tximport.html, accessed on 27 October 2021) was used to read Salmon outputs into the R environment. Downstream analyses were performed as described previously [27].

#### 2.7.2. Differential Gene Expression Analysis

To identify the differentially expressed genes (DEGs) between treatment and control groups, three count-based algorithms were implemented in R packages DESeq2 [29], edgeR [30], and Limma + voom [31]. For each of these three methods, we used a cutoff −1.5 > fold-change > 1.5 and a *p*-value of 0.05. In addition, Benjamini and Hochberg’s (BH) method was performed to control the false discovery rate of all the genes with adjusted *P*-value less than 0.05.

#### 2.7.3. Gene List Enrichment Analysis

Comprehensive gene set enrichment analysis for regulation machinery was carried out using the enrichR (version 3.1) [32] package in R (https://maayanlab.cloud/Enrichr/ (accessed on 27 October 2021). We used ENCODE Histone Modifications 2015 for histone modification enrichment, ENCODE and ChEA Consensus TFs for transcription factor enrichment and TargetScan microRNA for microRNAs enrichment in EnrichR to determine the mechanisms underlying the regulation of DEGs.

#### 2.7.4. Drug Similarity Analysis

The L1000CDS2 is a pharmacogenetic search engine which enables users to find consensus L1000 small molecule signatures that match user input signatures. On the other hand, L1000CDS2 provides prioritization of thousands of small-molecule signatures, and their pairwise combinations. We performed drug similarity analysis using L1000CDS2 to investigate whether Tucidinostat and DL-sulforaphane induce the similar transcriptional changes with well-known HDAC inhibitors or not.

#### 2.7.5. Visualization of Aggregates and Intersection DEGs on UpSet Plot

The UpSet plot was constructed to explore the interactive gene sets among different drug-induced expression profiles using R package UpSetR (version 1.4.0) [33]. For up-regulated and down-regulated genes in all treatment, an eigengenes was calculated using the function module Eigengenes from WGCNA R package. Eigengenes is the vector that best describes the expression behavior of all genes within the module in the samples included in the analysis. To deep dive into pathways and relevant mechanisms of drugs, we integrated the present drugs (Tucidinostat and DL-sulforaphane) with our previous drug (TP472) to compare drug-induced expression profile.

#### 2.7.6. Epithelial–Mesenchymal Transition Score Calculation

We used 76GS [34], KS [35], and ssGSEA [36] methods to calculate the Epithelial–mesenchymal transition (EMT) scores for samples in the data set to investigate whether the drugs induced EMT or not.

#### 2.7.7. Co-Expression Network Analysis

The WGCNA R package was applied to construct co-expression network [37]. The top 10% most variable genes were selected for co-expression analysis. Cluster tree sampling was calculated using the flashCust function in R to find out and exclude outlier samples in which Z.K values were under −2.5. Scale-free topology criterion was used to choose the power value in which degree of independence fits 0.85. WGCNA has detected modules with high correlation, which a minimum number of genes in each module determined as 30, a cut height of 0.25, and a deep split level of 2.

Module membership (MM) and module-clinical trait relationship was calculated using a correlation between module eigengene (ME) -the best summary of module expression based on the first principal component- and the special phenotype (EMT score, etc.) that can lead to discover key biological functions (BP) and recognize associated key biomarkers. MM calculation was used to choose the module for further analysis.

The EnrichR web server (version 3.1) was used to perform pathway enrichment analyses (https://maayanlab.cloud/Enrichr/ (accessed on 27 October 2021)). First, STRING database (https://string-db.org/ (accessed on 27 October 2021)), which is the online search tool to protein–protein network (PPI) construction, was used to reconstruct the modules network (A combined score ≥ 0.4 of PPI pairs was considered significant), then the Cytoscape software [38] was employed to analyze and visualize the network.

### 2.8. Identification of the Potential Drugs

#### 2.8.1. Drug-Gene Interaction Network

The Drug Gene Interaction Database (DGIdb, v4.2.0) was used to identify potential drugs for EMT inhibition [39]. This database contains drug–gene interaction information from 22 source databases. To identify drug–gene interactions, only the approved interactions were considered.

#### 2.8.2. Module-Based Drug Prediction

As an alternative approach, we used L1000CDS2 to identify candidate drugs for inhibition of EMT module. With the L1000CDS2 tool, we prioritized small molecules that can potentially reverse gene expression [40]. In this study, the L1000CDS2 were applied to prioritize small molecules that are predicted to reverse the expression profile of the EMT module.

### 2.9. Statistical Analysis

A comparison of the two and multiple groups were carried out as described previously [27]. Data were presented as mean ± standard error (SE), and the significant difference was defined as *p* < 0.05.

## 3. Results

### 3.1. The Expression Levels of Class I HDACs Members Are Upregulated in uLMS Tissues Compared to Adjacent Myometrium from Women with uLMS

To determine the differential expression levels of Class I HDAC proteins between uLMS (*n* = 9) and MM^+LMS^(*n* = 7), IHC staining for HDAC1, 2, and 3 was performed. We examined the IHC images of three HDAC proteins in uLMS tissues vs. myometrium (MM). Figure 2 and Figure 3 showed that the HDAC1 and HDAC2 positive cells were significantly higher in uLMS compared to MM^+LMS^. The H-score of HDAC1 and HDAC2 was also significantly increased in uLMS (*n* = 9) compared to MM (*n* = 7). Although HDAC3- positive cells showed no significant difference between uLMS vs. MM^+LMS^, the H-score of HDAC3 was significantly increased in uLMS compared to MM (Figure 2 and Figure 3), indicating the critical role of class I HDACs in the pathogenesis and progression of uLMS. Figure 2 (right column) revealed an increase in expression density of HDAC1, 2, and 3 in uLMS compared to MM^+LMS^.

### 3.2. Class I HDAC Protein Levels Are Upregulated in uLMS Cell Lines

The constitutive (basal) expression levels of Class I HDAC components in UTSM, HuLM, and uLMS cell lines were evaluated by immunoblot analysis. We demonstrated that the protein levels of HDAC1, 2, and 3 exhibited a graded increase from normal and benign UF tumor cells to malignant uLMS cells (*p* < 0.05) (Figure 4A–C). In addition, although the protein levels of HDAC8 were not increased in uLMS compared to HuLM cells, a significant upregulation of HDAC8 was observed in two uLMS cell lines compared to the UTSM cell line (*p* < 0.05) (Figure 4D).

### 3.3. Inhibition of HDACs Decreased the Cell Proliferation in uLMS Cells

Abnormal cell proliferation is common in many types of cancer. We detected the proliferation in UTSM, HuLM, and SK-UT-1 cell lines by Western blot using the antibody against PCNA, the cell proliferation marker. As shown in Figure 5A, the levels of PCNA in SK-UT-1 were highest among the three cell lines, suggesting that the uLMS cell line SK-UT-1 grew fastest. In addition, the PCNA levels in HuLM cell line are higher than in UTSM cell lines. In addition, we detected the Ki67-positive cells in uLMS and adjacent myometrium tissues. As shown in Figure 5B, a significant increase in Ki67-positive cells was observed in uLMS tissues compared to myometrium tissues.

Tucidinostat (chidamide), as a Class I HDAC inhibitor, has been shown to inhibit a variety of cancer growth [41,42,43,44,45,46]. Therefore, we selected Tucidinostat in our in vitro cell model to assess its effect on uLMS cell growth. The trypan blue exclusion assay was performed in SK-UT-1 and MES-SA cell lines treated with dose ranges from 1–25 µM. Treatment with Class I HDAC inhibitor (Tucidinostat) for 48 h showed a dose-dependent inhibitory effect on the proliferation of both SK-UT-1 and MES-SA cells (Figure 5C,D).

Sulforaphane is an isothiocyanate present naturally in widely consumed vegetables and has been shown to have an inhibitory effect on various cancers [47,48,49,50,51,52,53]. In addition, DL-sulforaphane occurs naturally as L-isomer in edible cruciferous vegetables such as broccoli [54,55]. This study tested the effect of DL-sulforaphane on uLMS cell growth. Similarly, treatment of uLMS cell lines with DL-sulforaphane exhibited a dose-dependent cell growth inhibition for 48 h (Figure 5E,F). Therefore, both Tucidinostat and DL-sulforaphane elicit the anti-proliferation effect on uLMS cells.

### 3.4. Tucidinostat and DL-Sulforaphane Sculpt the Transcriptome of uLMS Cells

To characterize the Tucidinostat and DL-sulforaphane-induced transcriptional changes in uLMS cells, RNA-sequencing analysis was performed in control (DMSO, *n* = 4), Tucidinostat-treated uLMS cells (*n* = 4), and DL-sulforaphane-treated uLMS cells (*n* = 4). 

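SK-UT-1 is an established human uterine leiomyosarcoma cell line, and the 12 libraries came from SK-UT-1 cells kept for 48 h in DMSO, in 5 µM Tucidinostat or in 5 µM DL-sulforaphane. Tucidinostat is a benzamide inhibitor of class I HDACs. DL-sulforaphane is an isothiocyanate for which an effect on HDACs has been reported in other cells. The authors mapped the reads with STAR, quantified transcripts with Salmon and summed the expected counts by gene with tximport, without normalization. The paper's text does not name the genome build or the annotation, nor whether the counting used the strand of the reads. The count table lists 60282 genes, and 58107 of their IDs (96.4%) occur in the GENCODE v29 annotation of GRCh38. Total counts per library were between 32574716 and 36634184 with DMSO (median 35420723), between 34916674 and 38804773 with DL-sulforaphane (median 36494034), and between 30854185 and 37115124 with Tucidinostat (median 34913782). Of all values, 15.9% were not whole numbers, and they were rounded before the tests. Counts were normalized by edgeR's TMM method, and filterByExpr left 18823 genes (31.2%) for testing. All 12 libraries entered 1 fit of edgeR's quasi-likelihood model, with 1 coefficient per group. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5 in either direction. The standard errors (SE) of log2 fold changes were approximated from the F statistic of the test. A set of 7 structural RNAs (RN7SL1, RN7SL2, RN7SL3, RN7SK, RPPH1, RMRP and SNORD3A) took between 12.3% and 16.8% of the counts of a library, except in DL-sulforaphane replicate 2, where they took 29.05%. With scaling by library size only, the median log2 fold change of all genes moved to 0.15 for Tucidinostat and −0.30 for DL-sulforaphane, from −0.02 and −0.06 with TMM. Libraries of 1 group also differed by the GC content of genes. Across genes, which are not independent replicates, Spearman's rho between GC content and the deviation from the group's mean was 0.68 in DMSO replicate 3 and between −0.50 and −0.46 in the other DMSO libraries. In the Tucidinostat group it was 0.65, 0.53, −0.62 and −0.60 for replicates 1 to 4.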

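By edgeR's quasi-likelihood test, 8028 genes were DEGs between Tucidinostat and DMSO, 4491 of them higher and 3537 lower with the drug. DL-sulforaphane against DMSO gave 5036 DEGs, 2092 higher and 2944 lower. Among the Tucidinostat DEGs, all 4 treated libraries lay above all 4 DMSO libraries for 4057 of the 4491 higher genes and below them for 2766 of the 3537 lower genes. For DL-sulforaphane these numbers were 1934 of 2092 and 2515 of 2944. Over all 18823 tested genes, chosen or not, the groups were separate for 43.5% with Tucidinostat and 35% with DL-sulforaphane, where chance separates them in either direction for 2.9%. The alternative that moved the counts most was a limit of 1.5 on the log2 fold change, as in the legend of Figure 6, with which 3512 and 1273 genes passed.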

Tucidinostat yielded 6639 DEGs (2846 down, 3793 up), and DL-sulforaphane yielded 3908 DEGs (2226 down, 1682 up). 

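Of the 18823 genes tested, 23.9% were higher and 18.8% lower with Tucidinostat by edgeR, and 11.1% were higher and 15.6% lower with DL-sulforaphane. By DESeq2 these shares were 25%, 18.1%, 12.1% and 16.8% in the same order. The paper names neither the tool nor the number of genes behind its own percentages. The direction of the DEGs depended on the scaling of the libraries. Genes with higher expression made up 55.9% of the Tucidinostat DEGs and 41.5% of the DL-sulforaphane DEGs with TMM, and 67.3% and 20.2% with library size only.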

Tucidinostat and DL-sulforaphane upregulated 28% and 12.4% of gene expression and downregulated 21% and 16.4% of gene expression. Differential gene expression analysis was done by three algorithms: limma-voom, DESeq2, and edgeR. 

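Limma-voom, run on the same 18823 genes with the same limits, gave 8117 DEGs between Tucidinostat and DMSO, with 4705 higher and 3412 lower. Between DL-sulforaphane and DMSO it gave 4856, with 2204 higher and 2652 lower.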

The highest number of DEGs between Tucidinostat and control samples (11,269) and DL and control samples (5894) was identified using Limma + voom. EdgeR identified 8120 and 5403 DEGs, respectively (Figure 6A,B). 

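With edgeR's likelihood ratio test in place of the quasi-likelihood test, the numbers of DEGs were 8317 for Tucidinostat and 5526 for DL-sulforaphane. When each of the 12 libraries was left out in turn, edgeR's quasi-likelihood test gave between 7563 and 9235 Tucidinostat DEGs and between 4187 and 5306 DL-sulforaphane DEGs. The 9235 came from the fit without DMSO replicate 3.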

DESeq2, on the other hand, identified the lowest number of DEGs (6639 and 3908). 

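DESeq2's Wald test with DESeq2's size factors and the limits above gave 8125 DEGs for Tucidinostat, 4712 higher and 3413 lower, and 5444 DEGs for DL-sulforaphane, 2277 higher and 3167 lower. DESeq2 set no adjusted p for 4 of the genes.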

A set of 5496 and 3141 genes was common in the three differential gene expression analysis methods (Figure 6A,B). 

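For Tucidinostat, 7728 genes were DEGs by edgeR, DESeq2 and limma-voom alike, with 4462 higher and 3266 lower, which was 91.6% of the 8439 genes called by any of them. The corresponding number for DL-sulforaphane was 4626, with 2034 higher and 2592 lower, or 82.8% of 5586. Genes called by 1 tool alone numbered 73 (edgeR), 131 (DESeq2) and 132 (limma-voom) for Tucidinostat, and 26, 342 and 94 for DL-sulforaphane.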

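The volcano plots of Figure 6 carry gene labels, 17 for Tucidinostat and 14 for DL-sulforaphane, which were read from the figure by eye. By edgeR's quasi-likelihood test, 12 of the 17 genes were higher and 4 lower with Tucidinostat. Their log2 fold changes ran from −4.69 for GBP1 (SE 0.155, adjusted p = 3.39e-10) to 7.28 for LAMA1 (SE 0.20, adjusted p = 1.26e-10). FN1 changed by 6.89 (SE 0.17, adjusted p = 1e-10) and ACTA2 by −3.70 (SE 0.13, adjusted p = 6.54e-10). TUBB2B has near-identical paralogs, between which reads could have been divided. The remaining label was read as COL6A2, whose log2 fold change was 0.27 (SE 0.36, adjusted p = 0.571), and 0.86 without DMSO replicate 3, past the threshold. COL5A2, another reading of the small print that was chosen after the values were seen, changed by −2.675 (SE 0.12, adjusted p = 3.28e-09). All 14 genes of the DL-sulforaphane plot were DEGs, 5 higher and 9 lower. They ran from −3.70 for XAF1 (SE 0.14, adjusted p = 8.08e-09) to 3.45 for IGFBP3 (SE 0.16, adjusted p = 8.82e-08). Adjusted over the list alone, the numbers were the same, which is not independent evidence because the study chose these genes on these libraries.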

Figure 6C,D revealed the distribution of DEGs between treatments and DMSO control. 

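Pearson's r between the log2 CPM of libraries, across genes, had a median of 0.976 among DMSO libraries, 0.987 among DL-sulforaphane libraries and 0.982 among Tucidinostat libraries. The median was 0.968 between DMSO and DL-sulforaphane, 0.883 between DMSO and Tucidinostat, and 0.88 between the drugs. Counts of replicates differed by more than the sampling noise, with a chi-square per gene of at least 11.2 in every pair of libraries of 1 group. Fold changes were largest for genes with few or no counts in 1 group, and for those a lower bound is given, computed against a floor of 3 counts. SEMA6A had 0 counts in every DMSO and DL-sulforaphane library and between 548 and 707 with Tucidinostat, at least 189-fold higher. FREM2, UGT8, ENPP5 and PLA2G4A were at least 425-fold, 112-fold, 110-fold and 106-fold higher with Tucidinostat than with DMSO. Among lower genes, AC012531.2, GIMAP2, IVL and HOMER3-AS1 were at least 9.02-fold, 8.27-fold, 8.08-fold and 6.78-fold lower with Tucidinostat, and KLF17 changed by −5.68 on the log2 scale (SE 0.44, adjusted p = 3.14e-07 by edgeR's quasi-likelihood test). HOMER3-AS1 is an antisense gene, and whether its reads came from its own strand is not known. With DL-sulforaphane, AKR1B10, AC078850.1, AL049629.2 and AL133476.1 were at least 21.5-fold, 21.3-fold, 11-fold and 10.8-fold higher, and the pseudogene NMRAL2P rose by 4.80 (SE 0.285, adjusted p = 4.94e-07). AKR1B10 and NMRAL2P have close paralogs that could share reads with them. ELANE and TJP3 were at least 6.48-fold and 5.84-fold lower with DL-sulforaphane. The log2 fold change of MX2 was −4.695 (SE 0.315, adjusted p = 8.72e-07) and that of CREB3L3 −4.14 (SE 0.70, adjusted p = 0.000761). That of AC073508.2 was −3.84 (SE 1.13, adjusted p = 0.0195). AC073508.2 was no longer past the threshold in 2 of the 12 fits that left out 1 library. Under limma-voom it did not pass either (−4.49, SE 2.32, adjusted p = 0.157).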

Figure 6E,F exhibited distinct expression patterns between DMSO control vs. Tucidinostat and DL-sulforaphane, respectively.

#### 3.4.1. Pathway Analysis of DEGs upon Tucidinostat and DL-Sulforaphane Treatment

To gain insight into the biological changes by HDAC inhibition, gene set enrichment analysis (GSEA) was performed. 

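The Hallmark gene sets were not used here, and 16 short lists of well-known genes, written by hand, stood in for some of them. Each list was tested with camera from limma at a preset inter-gene correlation of 0.01 on voom log2 CPM, and p was adjusted over the 32 tests of both drugs. Values below are the median difference in log2 CPM over a list's genes. With Tucidinostat, 10 lists passed an adjusted p of 0.05, against 13 under fry and 5 with the correlation estimated from the data, and the estimated correlation was the alternative that removed most calls. The interferon response list fell by 1.57, with 36 of its 41 genes among the lower DEGs (adjusted p = 1.3e-18), and 8 of its genes are labelled in Figure 6C,D. DNA repair genes fell by 0.55, with 12 of 24 lower DEGs (adjusted p = 0.000268). The RAS-MAPK activity list rose by 1.36, with 7 of 10 genes higher and 1 lower (adjusted p = 0.00731). These 3 calls held under fry and under the estimated correlation. The TNFa-NFkB and immediate-early list rose by 0.78, with 19 of 36 genes higher and 5 lower (adjusted p = 0.00749), NRF2 targets by 0.69, with 13 of 24 higher and 1 lower (adjusted p = 0.0246), and the estrogen response list by 0.64, with 8 of 16 higher and 2 lower (adjusted p = 0.0373). They held under fry and not with the estimated correlation, and the estrogen call was lost in 9 of the 12 fits that left out 1 library. The study had picked 2 genes of the TNFa-NFkB list and 1 gene each of the NRF2, RAS-MAPK and smooth muscle lists, and other lists hold 3, 0, 1 and 2 of their genes and 3 of the estrogen response genes. MYC targets and ribosome biogenesis (−0.28, adjusted p = 0.167), MTORC1 signaling (−0.06, adjusted p = 0.572) and smooth muscle genes (−0.22, adjusted p = 0.406) did not pass, although smooth muscle genes did under fry (adjusted p = 0.000121).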

We demonstrated that several gene sets were enriched in Tucidinostat vs. control group (Figure 7A–F).

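With DL-sulforaphane, 6 of the 16 hand-written lists passed an adjusted p of 0.05 by camera, 13 did under fry and 5 with the estimated correlation. Interferon response genes fell by a median of 2.01 in log2 CPM, and 38 of the 41 were lower DEGs (adjusted p = 9.73e-31). NRF2 targets, which include genes of xenobiotic and antioxidant metabolism, rose by 1.49, with 20 of 24 higher DEGs (adjusted p = 2.9e-14). Within this list ABCC3 rose by a log2 fold change of 3.02 (SE 0.21, adjusted p = 8.98e-07 by edgeR's quasi-likelihood test), and reads of AKR1B10, AKR1C1, AKR1C3 and FTH1 could be shared with paralogs or pseudogenes. The MYC targets and ribosome biogenesis list rose by 0.94 with 22 of 29 higher (adjusted p = 8.06e-14), the TNFa-NFkB and immediate-early list by 1.19 with 20 of 36 higher (adjusted p = 4.13e-11), and the RAS-MAPK activity list by 1.81 with 9 of 10 higher and 1 lower (adjusted p = 1.47e-07). The 5 lists held under fry and under the estimated correlation. MTORC1 signaling changed by 0.27, with 8 of 30 genes higher and 5 lower (adjusted p = 0.13), and passed under fry alone (adjusted p = 0.00604). Estrogen response genes changed by 0.35, with 5 of 16 higher and 1 lower (adjusted p = 0.054, and 4.68e-06 under fry), DNA repair genes by −0.03 (adjusted p = 0.598) and smooth muscle genes by −0.09 (adjusted p = 0.611, and 0.0258 under fry).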

GSEA analysis also revealed that DL-sulforaphane altered the expression of several gene sets (Figure 8A), including UV response (Figure 8B), TNFa signaling via NFkB (Figure 8C), interferon alpha/Gamma response (Figure 8D,E), MTORC1(Figure 8F), xenobiotic metabolism, reactive oxygen species pathway, P53 pathway, oxidative phosphorylation, MYC targets, KRAS, among others. Notably, Tucidinostat and DL-sulforaphane shared altered common pathways, including UV response, MYC targets, KRAS signaling, interferon alpha/Gamma response, and inflammatory response (Figure 7A and Figure 8A).

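The lists were also compared between the drugs, with p adjusted over the 16 lists. Interferon response genes did not differ as a list (adjusted p = 0.884 by camera), although 15 of the 41 were higher and 11 lower with Tucidinostat than with DL-sulforaphane. The RAS-MAPK activity list did not differ either (adjusted p = 0.484). The TNFa-NFkB and immediate-early list was lower with Tucidinostat, by a median of −0.65 in log2 CPM (19 of 36 genes lower, 10 higher, adjusted p = 0.0236). MYC targets and ribosome biogenesis genes were lower with Tucidinostat by −1.07, with 25 of 29 genes lower (adjusted p = 4.68e-09).

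**Figure D1:**
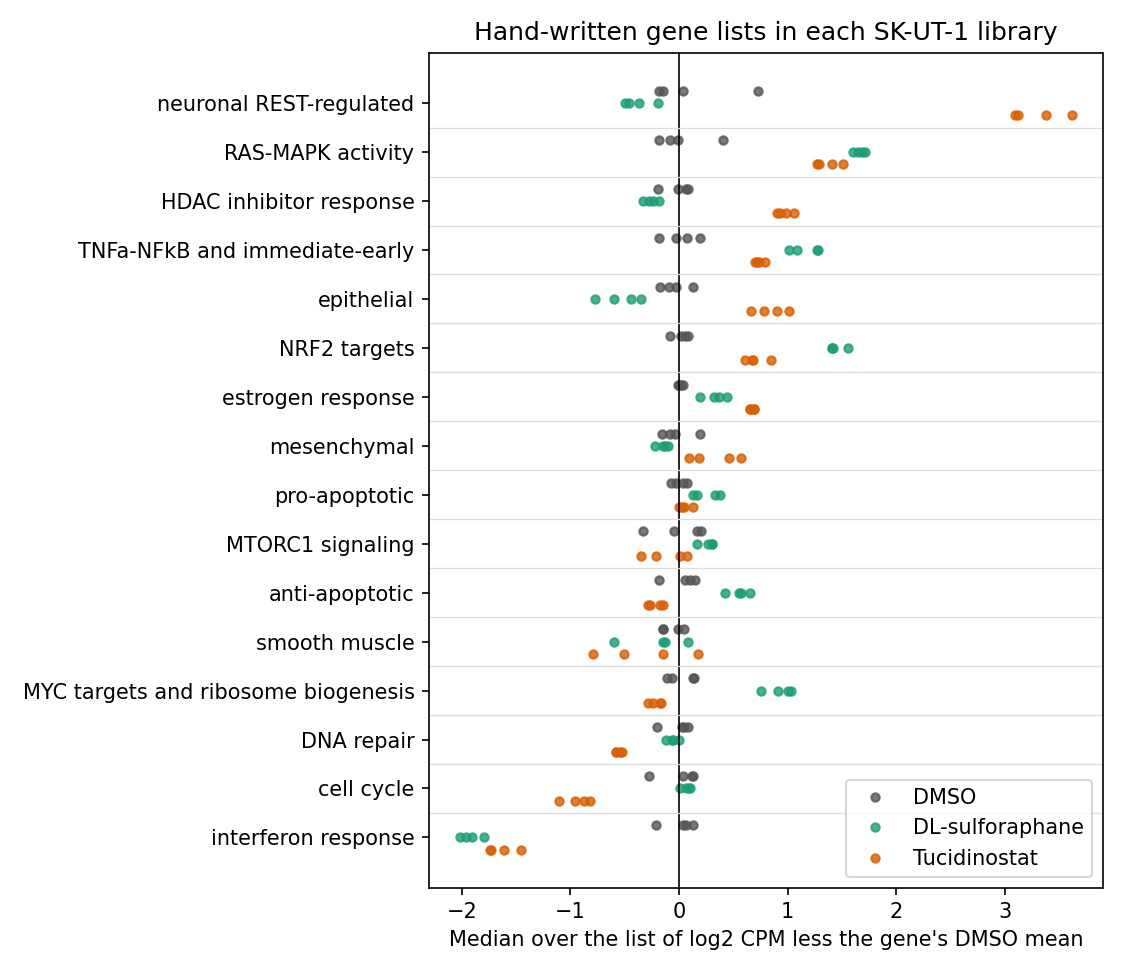
Median over the genes of each of the 16 lists of log2 CPM less the gene's DMSO mean, with 1 point per library for DMSO, DL-sulforaphane and Tucidinostat. The interferon response list lies below DMSO in all 8 treated libraries.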

#### 3.4.2. The Expression of Cell Cycle- and Apoptosis-Related Genes Is Altered upon Tucidinostat and DL-Sulforaphane Treatment

To determine genes regulating the cell cycle and apoptosis in uLMS cells in response to Tucidinostat and DL-sulforaphane treatments, we checked the expression of *CDKN1A* (*P21*), *BAK1*, *CDK1*, *CDK3*, *CDK10*, and *HDAC6*. 

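The expression of CDKN1A, BAK1, CDK3 and CDK10 was taken as log2 CPM, and positions are those of the gene IDs in the GENCODE v29 annotation of GRCh38. CDKN1A (ENSG00000124762.14), which encodes p21, lies on chromosome 6 from 36676460 to 36687339 on the plus strand. Its log2 CPM was 1.99 ± 0.16 with DMSO, 4.68 ± 0.06 with DL-sulforaphane and 6.51 ± 0.07 with Tucidinostat (SD, n = 4). Its log2 fold change was 4.54 with Tucidinostat (SE 0.12, adjusted p = 1e-10 from edgeR's quasi-likelihood test) and 2.70 with DL-sulforaphane (SE 0.11, adjusted p = 2.26e-08). BAK1 (ENSG00000030110.13) lies on chromosome 6 from 33572547 to 33580293 on the minus strand, and its log2 CPM was 4.19 ± 0.12, 5.13 ± 0.14 and 5.07 ± 0.15 in the same order (SD, n = 4). It rose by 0.89 with Tucidinostat (SE 0.12, adjusted p = 3.88e-05) and by 0.95 with DL-sulforaphane (SE 0.12, adjusted p = 9.84e-05). CDK3 (ENSG00000250506.7) lies on chromosome 17 from 76000906 to 76005999 on the plus strand and was read at low depth, with 91 to 130 counts per DMSO library, 42 to 70 with DL-sulforaphane and 12 to 28 with Tucidinostat. It changed by −2.61 with Tucidinostat (SE 0.28, adjusted p = 6.41e-06) and by −0.76 with DL-sulforaphane (SE 0.26, adjusted p = 0.0394). The DL-sulforaphane call for CDK3 was the most sensitive to processing among these genes, and was lost with no filter on low counts (−0.73), with the GC content and transcript length trend removed (−0.57, an alternative chosen after seeing the data) and in 8 of the 12 fits that left out 1 library. CDK3 shares exons with the readthrough gene TEN1-CDK3, which changed by −1.38 with Tucidinostat (SE 0.41, adjusted p = 0.0126) and by −1.17 with DL-sulforaphane (SE 0.41, adjusted p = 0.041), so that reads could be divided between them. CDK10 (ENSG00000185324.22) lies on chromosome 16 from 89680737 to 89696364 on the plus strand, with a log2 CPM of 5.79 ± 0.44, 4.95 ± 0.12 and 4.51 ± 0.40 with DMSO, DL-sulforaphane and Tucidinostat (SD, n = 4). Its log2 fold change was −1.29 with Tucidinostat (SE 0.23, adjusted p = 0.000453) and −0.89 with DL-sulforaphane (SE 0.23, adjusted p = 0.0102). DMSO replicate 3 had a log2 CPM of 6.45 for CDK10 against 5.52 to 5.61 in the other DMSO libraries, and without it the changes were −1.02 and −0.61. CDK10 overlaps another annotated gene, AC010538.1, on the same strand. For the 4 genes and either drug, all 4 treated libraries lay on 1 side of all 4 DMSO libraries (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow).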

As shown in Figure 9, both Tucidinostat and DL-sulforaphane increased the expression of *CDKN1A* and *BAK1* and reduced the expression of *CDK3* and *CDK10*. In addition, Tucidinostat but not DL-sulforaphane reduced the expression of *CDK1*. Moreover, both Tucidinostat and DL-sulforaphane decreased the expression of HDAC6 in uLMS cells. 

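CDK1 (ENSG00000170312.16) lies on chromosome 10 from 60778331 to 60794852 on the plus strand. Its log2 CPM was 7.65 ± 0.71 with DMSO, 7.78 ± 0.19 with DL-sulforaphane and 6.56 ± 0.42 with Tucidinostat (SD, n = 4). The wide spread with DMSO came from replicate 3, with 3582 counts against 7983 to 9862 in the other DMSO libraries. The log2 fold change was −1.16 with Tucidinostat (SE 0.29, adjusted p = 0.00471 from edgeR's quasi-likelihood test), and between −1.41 and −0.98 when each library was left out in turn. Of the 4 Tucidinostat libraries, 2 lay below all DMSO libraries (two-sided exact permutation test, p = 0.086). With DL-sulforaphane the log2 fold change was 0.03 (SE 0.29, adjusted p = 0.954), and it was −0.21 with library size only, which moves the median of all genes from −0.06 to −0.30, and −0.21 without DMSO replicate 3.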

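HDAC6 (ENSG00000094631.21) lies on chromosome X from 48801377 to 48824982 on the plus strand. Its log2 CPM was 5.97 ± 0.20 with DMSO, 4.33 ± 0.19 with DL-sulforaphane and 4.83 ± 0.15 with Tucidinostat (SD, n = 4). The log2 fold change was −1.15 with Tucidinostat (SE 0.14, adjusted p = 1.56e-05 from edgeR's quasi-likelihood test) and −1.65 with DL-sulforaphane (SE 0.14, adjusted p = 5.06e-06). All 4 libraries of either drug lay below all 4 DMSO libraries (two-sided exact permutation test, p = 0.029). When each library was left out in turn, the changes stayed between −1.20 and −1.05 and between −1.72 and −1.54. Adjusted over the list alone, that is the 6 genes of Figure 9 and their 3 comparisons, 2 genes were higher and 4 lower with Tucidinostat and 2 higher and 3 lower with DL-sulforaphane, as over all genes tested, which is not independent evidence because the study chose the genes.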

BAK localizes to mitochondria, and functions to induce apoptosis. HDAC6 is involved in cell cycle and apoptosis [56], and *CDKN1A* and *CDK* members were critical in cell cycle progression [57,58,59]. Therefore, our results suggested that Tucidinostat and DL-sulforaphane suppressed the uLMS proliferation via cell cycle arrest and apoptosis.

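A hand-written list of 38 cell cycle genes fell by a median of 0.923 in log2 CPM with Tucidinostat, with 33 genes among the lower DEGs (adjusted p = 1.54e-11 by camera, 1.94e-07 under fry and 0.0382 with the estimated correlation). With DL-sulforaphane the median change was 0.07, with 2 genes among the higher DEGs (adjusted p = 0.384), and −0.19 with library size only, which moves the median of all genes from −0.06 to −0.30. The difference between the drugs was itself tested, and 33 of the 38 genes were lower with Tucidinostat than with DL-sulforaphane (median −0.94, adjusted p = 6.62e-11). The log2 fold change of PCNA with Tucidinostat was −0.71 (SE 0.26, adjusted p = 0.0398 by edgeR's quasi-likelihood test) and that of MKI67 −0.64 (SE 0.24, adjusted p = 0.0427), each past the threshold in only 4 of the 12 fits that left out 1 library. Both calls were also lost under limma-voom (adjusted p = 0.0645 and 0.0636), with library size only, with only the 2 groups compared and with a replicate block. That of MKI67 was lost with RLE size factors and with the GC content and transcript length trend removed too. Both held with DESeq2 and with no filter on low counts. With DL-sulforaphane PCNA and MKI67 changed by 0.27 (SE 0.26, adjusted p = 0.448) and −0.14 (SE 0.24, adjusted p = 0.693). Without DMSO replicate 3 this change of MKI67 was 0.08. The list of 24 pro-apoptotic genes held 7 higher and 7 lower DEGs with Tucidinostat (median 0.11, adjusted p = 0.862), and 8 higher and 3 lower with DL-sulforaphane (median 0.26, adjusted p = 0.0708, and 0.000526 under fry). Of 9 anti-apoptotic genes, 1 was higher and 3 were lower with Tucidinostat (median −0.22, adjusted p = 0.13, and 3.85e-05 under fry), and 4 were higher with DL-sulforaphane (median 0.42, adjusted p = 0.00539, and 0.0746 with the estimated correlation). From the changes in CDKN1A, BAK1, the CDK genes and HDAC6, the paper proposes that both drugs act on proliferation through cell cycle arrest and apoptosis.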

HDACs have been implicated as a target for sulforaphane. A number of studies have demonstrated that sulforaphane impacts the cellular acetylome and decreases HDAC activity in several models and diseases, including prostate epithelial cells, mouse colon tissues, satellite cells, and human peripheral blood mononuclear cells [60,61,62], concomitantly with an increase in the levels of acetylated histones and p21. In addition, separate studies demonstrated that other types of cells, such as HCT116 is at least partially resistant to the nuclear HDAC inhibitory effect of Sulforaphane [63]. Therefore, sulforaphane exerted a distinct action on transcriptome changes in a cell-dependent manner.

To assess if Tucidinostat and DL-sulforaphane exhibited similar transcriptional pattern in uLMS with other HDAC inhibitors, we performed drug similarity analysis using L1000CDS2 and demonstrated that Tucidinostat- induced transcriptional pattern has similarity with signatures of multiple HDAC inhibitors, including BRD-K11663430, HDAC6 inhibitor ISOX, mocetinostat, vorinostat, entinostat, among others, which were shown in Table S1. However, the transcriptional signature induced by DL-sulforaphane did not show similarity with any other HDACi-induced transcriptional pattern (Table S2), indicating that DL-sulforaphane may not target HDAC directly in uLMS cells.

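The drug signatures of L1000CDS2 were not used here, and a hand-written list of 12 genes known to respond to HDAC inhibitors was tested instead. It rose by a median of 0.93 in log2 CPM with Tucidinostat, with 8 genes among the higher and 1 among the lower DEGs (adjusted p = 0.0023 by camera, 1.89e-09 under fry and 0.109 with the estimated correlation). CDKN1A and DHRS2, which are in the list, also carry labels in Figure 6C. SYT11 rose by a log2 fold change of 5.49 (SE 0.22, adjusted p = 1.6e-09 by edgeR's quasi-likelihood test) and CLU by 3.21 (SE 0.14, adjusted p = 2.66e-09). With DL-sulforaphane the list changed by −0.25, with 3 genes higher and 5 lower (adjusted p = 0.611), and fry gave the opposite direction. Between the drugs, 8 genes of the list were higher and 1 lower with Tucidinostat (median 1.38, adjusted p = 0.00411). The histone genes H2BC12 and H2BC21 and MT1X in this list have near-identical paralogs that could share their reads. From the lack of similarity to the signatures of other HDAC inhibitors, the paper proposes that DL-sulforaphane may not act on HDACs directly.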

#### 3.4.3. Tucidinostat and DL-Sulforaphane Altered the Gene Expression Correlating to Histone Modifications

To understand epigenetic-mediated transcriptional changes in response to the Tucidinostat and DL-sulforaphane treatment, we performed enrichment analysis of epigenetic histone markers using the Enrichr web server. As shown in Figure 10, several histone modifications, including H3K27me3 and H3K9me3, associated with upregulated DEGs in response to Tucidinostat were identified (Figure 10A). In addition, down-regulated DEGs associated with histone modifications, including H3K27ac, H3K4me3, and H3K79me2 were identified (Figure 10B). For DL-sulforaphane-induced DEGs associated histone modifications, our analysis revealed that histone modifications with up DEGs included H3K27me3, H3K27me2, H3K27ac, H3K79me2, among others (Figure 10C). The histone modifications associated with DL-sulforaphane-induced down DEGs included H3K27me3, H3K4me1, H3K9ac, H3K4me2, among others (Figure 10D)

#### 3.4.4. Tucidinostat and DL-Sulforaphane Altered the Gene Expression Associated with Transcriptional Factors

Transcriptional factors play an important in many biological processes and their control is disrupted in cancer cells [64]. The dysregulation of these core transcription factors forms interconnected transcriptional loops to establish and reinforce the abnormal gene-expression program in cancer cells [65]. Our studies demonstrated that Tucidinostat and DL-sulforaphane induced- DEGs are putative targets of multiple transcriptional factors, as shown in Figure 11A–D.

#### 3.4.5. Tucidinostat and DL-Sulforaphane Altered the Gene Expression Correlating to the miRNA Regulation

We used TargetScan microRNA analysis in Enrichr web server to determine the mechanism underlying the regulation of DEGs associated with miRNAs in response to HDAC inhibitors treatment. As shown in Figure 12A–D, Tucidinostat and DL-sulforaphane induced- DEGs are putative targets of multiple miRNAs.

#### 3.4.6. UpSet Plot Visualization

To further visualize the intersections of three drugs-induced DEGs (Tucidinostat up, Tucidinostat down, DL-sulforaphane up, DL-sulforaphane down, TP472 up, TP472 down), the upset plot was utilized to present the distribution characteristics of DEGs upon treatments. 

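By edgeR's quasi-likelihood test, 655 genes were higher with both Tucidinostat and DL-sulforaphane than with DMSO, and 850 were lower with both. Another 747 genes were higher with Tucidinostat and lower with DL-sulforaphane, and 254 changed the other way around. TP472 libraries were not analysed here, so genes that also changed with TP472 are not taken out of these numbers. With a limit of 1.5 on the log2 fold change, the setting that moved these numbers most, 202 genes were higher and 123 lower with both drugs.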

As shown in Figure 13A, the common up and down DEGs with Tucidinostat and DL-sulforaphane contain 71 and 140 genes, respectively. The TP472-down/DL-sulforaphane-down groups had 513 genes, the group with the largest number of genes in all groups with genes involved in two types of gene regulations. In addition, the Tucidinostat-down/DL-sulforaphane-down/TP472-down groups contained 358 genes, the group with the largest number of genes in all groups involved in three types of regulations. Figure 13B,C exhibited the expression pattern in the red intersection (Tucidinostat-down, DL-sulforaphane-down, and TP472-down), the blue intersection (Tucidinostat-up, DL-sulforaphane-up, and TP472-up) presented in Figure 13A.

Functional enrichment analysis revealed that the genes from the blue and red intersections in Figure 13A exhibited multiple enriched pathways, including inflammatory response, p53 pathway, KRAS signaling, apoptosis, estrogen response, UV response, complement, angiogenesis, IL-2/STAT5 signaling, EMT, among others (Figure 13D,E).

Since the number of shared DEGs between Tucidinostat and DL-sulforaphane are much less compared to the number of DEGs from each individual group, one may consider that Tucidinostat and DL-sulforaphane promoted the inhibitory effect on uLMS via different network mechanisms.

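Of the 10558 genes that were DEGs with either drug, 1505 changed in the same direction with both. The drugs were compared with the same DMSO libraries, which links their fold changes even if the drugs share no effect. Across genes, which are not independent replicates, the log2 fold changes of the drugs correlated with Pearson's r of 0.14 and Spearman's rho of 0.10. In 20 simulated data sets each, the common controls gave a median r of 0.50 (0.47 to 0.54) with 3 unchanged groups and of 0.11 (0.10 to 0.13) where each drug had its own unrelated effects. With unrelated effects a median of 1501 genes (1459 to 1576) changed in the same direction, among more DEGs than observed (8283 for Tucidinostat and 6034 for DL-sulforaphane). Of the 2506 DEGs of both drugs, 60.1% changed in the same direction, against a median of 53.8% and a highest value of 56.1% in the simulated data. After the noise of estimation was removed from the simulated effects, a change chosen after seeing the data, 1214 genes (1157 to 1241) did, among 7680 and 5285 DEGs, with a median r of 0.12 (0.096 to 0.14). The 1505 shared DEGs lie within the range of the former simulation and above that of the latter. Of the 1505 shared DEGs, 579 also differed between the drugs by edgeR's quasi-likelihood test. From the smaller number of shared than of separate DEGs, the paper proposes that the drugs act on uLMS through different networks.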

#### 3.4.7. Apoptosis and EMT

To further determine the apoptosis pathway affected by the treatments, we used the single-sample gene set enrichment analysis (ssGSEA) to measure the apoptosis scoring in response to the Tucidinostat, DL-sulforaphane, and TP472. 

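ssGSEA scores were computed on log2 CPM with weight 0.25 for the hand-written pro-apoptotic and anti-apoptotic lists, which are not the Hallmark apoptosis set. The pro-apoptotic score was 2672 ± 121 with DMSO, 3175 ± 191 with DL-sulforaphane and 2521 ± 43.3 with Tucidinostat (SD, n = 4). DL-sulforaphane differed from DMSO by 502.6, with all 4 libraries above all DMSO libraries (two-sided exact permutation test, p = 0.029, adjusted p = 0.034 over 12 comparisons). Tucidinostat differed by −151.7 (exact permutation test, p = 0.11, adjusted p = 0.11), and by 0.08 in the opposite direction with a mean z-score. Without DMSO replicate 1, whose score of 2490 lay apart from the others at 2720 to 2750, the difference was −211.6 (exact permutation test of 3 libraries against 4, p = 0.029, the smallest p these numbers allow). The anti-apoptotic score was 5252 ± 202 with DMSO, 6111 ± 76.4 with DL-sulforaphane and 4462 ± 210 with Tucidinostat (SD, n = 4), without overlap between the groups (exact permutation test, p = 0.029, adjusted p = 0.034 for either drug). With a mean z-score the anti-apoptotic difference of Tucidinostat no longer passed (exact permutation test, p = 0.057). Without the filter on low counts the pro-apoptotic difference of DL-sulforaphane was 146.4 (exact permutation test, p = 0.17).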

We demonstrated that treatments with above three agents significantly increased the apoptosis scoring compared to the control (DMSO) group. Moreover, Tucidinostat exhibited the most effective of activating apoptosis among the three drugs (Figure 14A).

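Compared with each other, Tucidinostat scored lower than DL-sulforaphane by −654.4 for the pro-apoptotic list and by −1650 for the anti-apoptotic list, without overlap between the libraries (two-sided exact permutation test, p = 0.029, adjusted p = 0.034 for each). TP472 was not analysed here.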

For epithelial-mesenchymal transition (EMT) scoring, we used three different methods to quantify EMT; 76GS, KS, and ssGSEA. The KS method has a predefined scale for EMT scores [−1, 1], with higher scores indicating mesenchymal signatures. On the other hand, there is no pre-defined range of scores calculated by 76GS, and the higher the 76GS score, the more epithelial the sample is. The score derived from ssGSEA reflects the degree to which the input gene signature is coordinately up or downregulated within samples (Figure 14A,B). 

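The 76GS and KS scores were not computed here, and ssGSEA scores were made for hand-written lists of 22 epithelial and 32 mesenchymal genes among the genes tested. The epithelial score was −2489 ± 247 with DMSO, −3046 ± 101 with DL-sulforaphane and −933.9 ± 190 with Tucidinostat (SD, n = 4). It rose by 1555 with Tucidinostat and changed by −556.8 with DL-sulforaphane, without overlap with DMSO (two-sided exact permutation test, p = 0.029, adjusted p = 0.034 for either drug). DMSO replicate 3 had an epithelial score of −2120, apart from −2630 to −2600 in the other DMSO libraries. The mesenchymal score was 3625 ± 315, 3106 ± 57.6 and 4318 ± 245 in the same order (SD, n = 4). It changed by 692.4 with Tucidinostat, with 3 of 4 libraries above all DMSO libraries (exact permutation test, p = 0.057, adjusted p = 0.062). This change was 1353 with no filter on low counts (p = 0.029 by the same exact permutation test) and 847.3 without DMSO replicate 3 (exact p = 0.029). With a mean z-score it was 0.235 and did not pass (exact permutation test, p = 0.17). Without any other single library it did not pass either (exact p = 0.057 or 0.086). With DL-sulforaphane the mesenchymal score changed by −519.3 (exact permutation test, p = 0.029, adjusted p = 0.034), and by −495.1 without DL-sulforaphane replicate 2 (exact p = 0.057). Tucidinostat exceeded DL-sulforaphane by 2112 in the epithelial and by 1212 in the mesenchymal score (exact permutation test, p = 0.029, adjusted p = 0.034 for each).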

#### 3.4.8. Co-Expression Network Analysis

The weighted gene co-expression network was constructed with 1356 most variable genes (the top 10% of genes). 

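The 12 libraries analysed here lack the TP472 group of the paper's network, and the 10% most variable of the tested genes were 1882. Their first principal component held 84.3% of the variance, and the second 6.22%. Scores on the first component were −53.3 ± 6.1 for DMSO, −62.7 ± 3.61 for DL-sulforaphane and 116 ± 2.65 for Tucidinostat (SD, n = 4). The share was lowest with the median absolute deviation in place of the variance, at 76.4%. All 18 genes of Table S3 were among the 1882 genes.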

(Figure 15A) The scale-free topology R2 did not reach the soft threshold of 0.85, so the recommended power value of 12 was chosen (Figure 14B). The WGCNA revealed two gene co-expression modules by average linkage hierarchical clustering. Modules with more than 0.25 expression profiles similarity were merged. Each module was shown in a unique color (Figure 15C). The Module-Blue was found to have the highest significant association with EMT (correlation = 0.99 and *p*-value < 9 × 10^−13^). (Figure 15D,E). The 255 genes were found in the Module-Blue, which used the STRING tool to reconstruct the gene-gene interactions (https://string-db.org/ (accessed on 27 October 2021). Cytoscape software identified the hub genes associated with the Module-Blue. Based on intramodular connectivity, top hub genes in the co-expression network are shown in Figure 16.

### 3.5. Potential Drugs Prediction

This study used DGIdb as the first approach for identifying the possible drugs with the effects on reversing the increased expression of EMT hub genes. Using DGIdb, we found 186 candidate drugs that target the top 10 percent of EMT modules’ genes (based on the network’s connectivity). These potential drugs are shown in Table S3.

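Table S3 names 18 genes, and 17 of them were higher with Tucidinostat than with DMSO by edgeR's quasi-likelihood test, with a median log2 fold change of 2.40. The remaining gene, COL5A1, changed by 0.60 (SE 0.49, adjusted p = 0.331), and by 1.43 without DMSO replicate 3, then past the threshold. With DL-sulforaphane 12 of the genes were lower and 3 higher, with a median of −1.81. The 3 higher genes were CXCL8 (log2 fold change 4.32, SE 0.37, adjusted p = 4.98e-06), MMP1 (4.08, SE 0.34, adjusted p = 4.83e-06) and IL6 (3.93, SE 0.59, adjusted p = 0.000329). MMP1 had 2 to 5 counts per DMSO library and IL6 0 to 7. CACNA1G changed by −0.50 (SE 0.51, adjusted p = 0.476). DMSO replicate 3 weighed on the DL-sulforaphane changes, whose median was −1.06 without it. In that fit IGF2 (−0.80) and CACNG7 (−0.80) no longer passed and CACNA1G turned to 0.39. The calls of IGF2 and CACNG7 were lost in 5 and 3 of the 12 fits without 1 library, that of MMP2 without DL-sulforaphane replicate 2 (−1.015), and all 3 under limma-voom. With the GC content and transcript length trend removed, an alternative chosen after seeing the data, CACNA1G was at 0.26. Adjusted over the list alone, 17 genes were higher with Tucidinostat, and 3 were higher and 13 lower with DL-sulforaphane, which is not independent evidence because the study drew the genes from these libraries and those of TP472.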

Our research used L1000CDS2 as the second approach to identify drug candidates for EMT inhibition. The list of the EMT modules DEGs and their related fold changes between the Tucidinostat group (as the most significant treatments group) vs. Control was entered to the L1000CDS2 web tool to search for molecular compounds that can reverse the expression changes. The top 50 drugs are identified as an output and are shown in Table S4. This study proposes future research to use a combination treatment strategy (HDACi in combination with EMT inhibitors) to achieve a better outcome in treating human uLMS.

## 4. Discussion

ULMS is a highly aggressive tumor with high tumor recurrence rates, progression, and metastasis [5]. The malignant potential of uterine fibroids is extremely low [66,67]. The origin and molecular mechanism underlying driving its clinical and biological behavior remain unclear [6].

This study demonstrated that Class I HDACs are abnormally upregulated in uLMS compared to myometrial tissues, which may contribute to the uLMS pathogenesis.

We compared the expression levels of main class I HDAC members HDAC1, 2, and 3 in uLMS and adjacent myometrium, as well as the expression of full members of Class I HDACs in UTSM, HuLM, and uLMS cell lines. The protein levels of HDAC1, 2, and 3 are significantly upregulated in two uLMS cell lines compared to UTSM and HuLM cell lines. In addition, the expression levels of HDAC 1,2 and 3 are upregulated in uLMS tumors compared to myometrium tissues suggesting that Class I HDACs may contribute to the pathogenesis of uLMS.

Abnormal cell proliferation via decreasing the cell cycle arrest and apoptosis is common in many cancers [68,69,70,71]. We revealed that uLMS cells grow faster than myometrial cells in vitro and in vivo. To determine if targeting HDACs can suppress the uLMS phenotype, we determined the uLMS cell growth in response to HDAC inhibitor treatment. Our study demonstrated that HDAC inhibition suppressed the uLMS cell proliferation. The anti-tumor effect of HDAC inhibition observed in our model was consistent with literature from other types of cancer. Targeting class I HDACs with Tucidinostat (benzamide HDAC inhibitor) has been studied in different types of cancers showing beneficial effects. For instance, in pancreatic cancer, Tucidinostat treatment synergistically enhances gemcitabine cytotoxicity in pancreatic cancer cells [72]. In multiple myeloma (NN), Tucidinostat inhibited the proliferation and invasion of MM cells. In addition, Tucidinostat in combination with lenalidomide and a low dose of borezomid exhibited a synergistic effect in MM [73]. In hepatic cancer, Tucidinostat showed an anti-tumor activity [74]. Moreover, Tucidinostat targeted stem and progenitor cells of acute myeloid leukemia [75]. All those studies demonstrated the critical role of Class I HDACs in cancer development and targeting class I HDACs showed beneficial effects in several types of neoplasms.

To further determine the mechanisms associated with inhibition, we performed a genome-wide RNA-sequencing experiment comparing the DMSO-treated with Tucidinostat -treated uLMS cells. In addition, DL-sulforaphane-induced transcriptional changes were also compared. The transcriptome analysis revealed that targeting HDACs with Tucidinostat altered several critical biological pathways that may contribute to uLMS pathogenesis. In addition, we determined the transcriptional changes in response to DL-sulforaphane treatment. Although DL-sulforaphane showed the activity of inhibiting cell proliferation, the specificity of the drug targeting class I HDACs has not been reported in uLMS. Our analysis demonstrated that 21.5% and 27.5% of down DEGs shared common genes between Tucidinostat and DL-sulforaphane treatment groups. Similarly, 18.1% and 40.8% of up DEGs showed common genes between Tucidinostat and DL-sulforaphane treatment groups. This overlapped analysis is consistent with the hallmark analysis demonstrating that Tucidinostat and DL-sulforaphane impaired common pathways. However, the alteration of some other biological pathways differed in response to Tucidinostat and DL-Sulforaphane, respectively.

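With edgeR's quasi-likelihood test, the 850 genes lower with both drugs were 24% of the lower Tucidinostat DEGs and 28.9% of the lower DL-sulforaphane DEGs. Their number was between 707 and 878 when each library was left out in turn.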

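Among DEGs with higher expression, the 655 shared genes were 14.6% of those with Tucidinostat and 31.3% of those with DL-sulforaphane. Leaving out each library in turn gave between 579 and 775 genes, the highest number without DMSO replicate 3.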

In contrast to Tucidinostat, the inhibitory effect of Sulforaphane on HDAC activity is controversial. For example, sulforaphane treatment does not reduce nuclear HDAC activity, but decreases the levels of HDAC1-4 and 6 in keratinocytes [63]. However, other studies demonstrated the inhibitory effect of sulforaphane on HDAC activity. For example, sulforaphane repressed the HDAC activity by 40%, 30%, and 40% in BPH-1, LnCaP, and PC-3 prostate epithelial cells, respectively. The HDAC inhibition was accompanied by a 50–100% increase in acetylated histones in all three prostate cell lines [61]. A similar study showed that sulforaphane dramatically reduced HDAC activity in porcine satellite cells with an increase in global acetylated H3 and H4 levels [62]. The in vivo studies demonstrated that sulforaphane could decrease HDAC activity by ~65%, concomitantly with an increase in acetylated histones globally, as well as locally on the promoters of genes such as P21 and BAX [60]. Therefore, sulforaphane may have a distinct impact on different cell types. In this study, our drug similarity analysis demonstrated that Tucidinostat-induced transcriptional signature had a similar pattern with several other known HDAC inhibitors-induced patterns. Still, DL-sulforaphane did not, indicating that DL-sulforaphane may affect uLMS via different mechanisms, rather than HDAC inhibition in uLMS. Notably, we demonstrated that the more inhibitory efficiency of Tucidinostat over DL-sulforaphane is consistent with the expression levels of cell cycle-related genes, including P21, CDK1, and CDK3, as shown in Figure 9. 

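In the direct comparison of the drugs, CDKN1A was higher with Tucidinostat than with DL-sulforaphane by a log2 fold change of 1.84 (SE 0.10, adjusted p = 1.83e-08 from edgeR's quasi-likelihood test). CDK1 was lower by −1.19 (SE 0.29, adjusted p = 0.00332) and CDK3 by −1.855 (SE 0.28, adjusted p = 9.94e-05), the latter with few counts. For each of the 3 genes, the libraries of the drugs did not overlap (two-sided exact permutation test, p = 0.029). CDK10 did not differ past the threshold (−0.40, SE 0.23, adjusted p = 0.148). HDAC6 was higher with Tucidinostat than with DL-sulforaphane by 0.50 (SE 0.14, adjusted p = 0.00671), a 1.42-fold difference that stays under the fold change limit.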

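BAK1 did not differ between Tucidinostat and DL-sulforaphane (log2 fold change −0.06, SE 0.12, adjusted p = 0.693 from edgeR's quasi-likelihood test, and p = 0.54 from a two-sided exact permutation test). Other pro-apoptotic genes did, in both directions. Higher with Tucidinostat than with DL-sulforaphane were BMF (4.10, adjusted p = 2.99e-09), BBC3 (3.82, adjusted p = 7.13e-07) and BIK (2.47, adjusted p = 2.31e-05). Against DMSO, BMF changed by 2.06 with Tucidinostat and −2.04 with DL-sulforaphane, and BBC3 by 1.40 and −2.42. Lower with Tucidinostat than with DL-sulforaphane were FAS (−3.76, adjusted p = 9.81e-09), BID (−2.23, adjusted p = 1.55e-08) and TNFRSF10A (−2.11, adjusted p = 8.07e-09). FAS changed by −2.87 with Tucidinostat and 0.89 with DL-sulforaphane against DMSO.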

For the apoptosis-related gene, both Tucidinostat and DL-sulforaphane increased the expression levels of BAK1, which localizes to mitochondria, and functions to induce apoptosis. Moreover, Tucidinostat probably promoted apoptosis more strongly than DL-sulforaphane identified by GSEA Score. Therefore, targeting class I HDACs with Tucidinostat proves superior to DL-sulforaphane by inhibiting the uLMS proliferation via inducing apoptosis and cell cycle arrest in uLMS cells.

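Between the drugs, the pro-apoptotic list held 7 genes higher and 9 lower with Tucidinostat than with DL-sulforaphane, with a median of −0.18 in log2 CPM (adjusted p = 0.257 by camera). Anti-apoptotic genes were lower with Tucidinostat, 6 of 9 past the threshold (median −0.70, adjusted p = 0.00133). CFLAR was the lowest of these with Tucidinostat against DMSO, at a log2 fold change of −2.28 (SE 0.13, adjusted p = 1.66e-08 by edgeR's quasi-likelihood test).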

EMT is a cell biological process crucial for tumor aggressiveness, including cancer metastasis and drug response [76,77]. Therefore, the EMT status of cancer cells can be proved to be a critical estimate of patient prognosis. In this regard, we used three distinct metrics that score EMT on a continuum, based on the transcription signature of Tucidinostat and DL-sulforaphane and control groups. However, our results demonstrated that both drugs increase the EMT levels compared to the DMSO control (Figure 13B). It has been reported that dysregulation of apoptosis and EMT are linked with various pathological progress, including tumor formation and progression [78]. 

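At the level of genes, 11 of 22 epithelial genes were higher and 3 lower with Tucidinostat (median difference 0.75 in log2 CPM, adjusted p = 0.0265 by camera and 7.58e-07 under fry), a call lost with the estimated correlation (adjusted p = 0.162) and with library size only. With DL-sulforaphane 1 was higher and 9 were lower (median −0.60, adjusted p = 0.0992 by camera and 0.00112 under fry). Of 32 mesenchymal genes, 13 were higher and 10 lower with Tucidinostat (median 0.35, adjusted p = 0.62 by camera and 0.00227 under fry), and 5 higher and 12 lower with DL-sulforaphane (median −0.17, adjusted p = 0.13 by camera and 0.00749 under fry). The study had picked 6 of the mesenchymal genes and 1 of the epithelial genes from these libraries for its figures and Table S3, and other lists hold 2 genes of each. CDH1 changed by a log2 fold change of 3.20 with Tucidinostat (SE 0.32, adjusted p = 3.37e-06 by edgeR's quasi-likelihood test) and −2.33 with DL-sulforaphane (SE 0.44, adjusted p = 0.00154). Among mesenchymal genes, SNAI1, ZEB2 and TNC rose by 3.97, 3.03 and 4.66 with Tucidinostat, and ZEB1 changed by −0.93. VIM changed by 0.29 (adjusted p = 0.143) and −0.09 (adjusted p = 0.688) with the drugs in that order. In the test between the drugs, the epithelial list was higher with Tucidinostat (12 genes higher and 3 lower, median 1.25, adjusted p = 0.00411), and the mesenchymal list did not differ past the threshold (17 higher and 8 lower, median 0.76, adjusted p = 0.191).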

Notably, TGF-β, as a potent pleiotropic molecule, induced apoptosis and simultaneously induced the EMT of AML-12 cells. The question is if targeting the HDACs induces these concurrent but distinct events in uLMS cells. A study by Yang et al. demonstrated that TGF-β1-induced apoptosis and EMT were closely related to the cell cycle stage, and TGF β 1-induced concurrent apoptosis and EMT are independent of each other [79]. Therefore, deep diving into the mechanism underlying the Tucidinostat and DL-sulforaphane-induced changes in apoptosis, EMT, and other pathways is worthwhile.

It has been reported that cross-talk between different epigenetic mechanisms regulates gene expression [80,81,82,83]. For instance, HDAC inhibitors can elicit transgenerational effects via altered DNA and histone methylation [84]. HDAC4 and HDAC9 can differentially influence H3K27 acetylation, which can explain the pleiotropic actions of MEF2 transcription factors in uLMS [85]. In this study, Tucidinostat altered the up-DEGs correlated with multiple histone modifications in uLMS, including H3K27me3, H3K79me2, 3, and H3K9ac, among others. The down-DEGs correlated with H3K27ac, H3K4me1, 2, 3, and H3K27me3, among others. Our studies indicated that HDAC inhibition might alter the transcription by reprogramming the oncogenic transcriptome in uLMS. This observation was further confirmed by transcriptional factor regulation analysis inferred from integrating genome-wide ChIP-X (ChIP-chip, ChIP-seq, ChIP-PET, and DamID) studies. By combining transcriptome data with ChIP-X transcriptional factor, and histone modification studies, we identified multiple putative networks linking to enriched pathways, that can help target specific transcription factor activity in uLMS cells using combination drug treatment strategy.

Notably, the interplay between miRNAs and HDACs has been widely reported [86,87,88]. We used Targetscan miRNA as a prediction tool to assess which miRNAs may interact with their targets. A number of miRNAs are shown to putatively interact with Tucidinostat-induced DEGs. In addition, DL-sulforaphane treatment also altered the interaction between miRNAs and target mRNA. Subsequent experiments for functional validation of miRNA-target interactions in response to Tucidinostat and Dl-sulforaphane treatments are needed.

HDACs are divided into five groups based on sequence homology to the original yeast enzymes and domain organization. Among them, HDAC1, 2, 3, and 8 belong to Class I. Class IIa contains HDAC4, 5, 7, and 9. A previous study demonstrated that Tucidinostat targets Class I HDACs and sulforaphane attenuates class ILa HDACs and HDAC2 enzyme activities [89]. This study revealed several differences between Tucidinostat and DL-sulforaphane treatments in uLMS cells. (1) Tucidinostat showed a more potent inhibitory effect on cell proliferation than DL-sulforaphane. (2) Venn diagrams analysis demonstrated a distinct transcriptome pattern between Tucidinostat and DL-sulforaphane. 

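Compared directly by edgeR's quasi-likelihood test, 9813 genes (52.1% of those tested) differed between Tucidinostat and DL-sulforaphane, 5536 higher and 4277 lower with Tucidinostat. Of the 5522 genes that were DEGs with Tucidinostat alone, 4562 were among these, and so were 1885 of the 2530 genes that were DEGs with DL-sulforaphane alone. Leaving out each library in turn gave between 9274 and 10581 genes. The split into higher and lower moved with the scaling, from 56.4% higher with TMM to 68.3% with upper-quartile normalization and 79.3% with library size only.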

(3) The expression levels of key genes such as p21 differed between Tucidinostat and DL-sulforaphane treatments. In addition, the enriched pathways and reprogramming differed between the two treatments. 

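Between the drugs, the list of neuronal genes regulated by REST was higher with Tucidinostat for 20 of 21 genes (median 4.05 in log2 CPM, adjusted p = 1.94e-08 by camera). NRF2 targets were lower with Tucidinostat, 16 of 24 past the threshold and 2 higher (median −0.975, adjusted p = 0.00144). DNA repair genes were lower with Tucidinostat by −0.28, with 10 of 24 genes lower (adjusted p = 0.00411). Estrogen response (adjusted p = 0.406), MTORC1 signaling (adjusted p = 0.21) and smooth muscle genes (adjusted p = 0.765) did not differ as lists.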

Tucidinostat showed similarity with other HDAC inhibitors in the transcriptome pattern, but DL-sulforaphane did not. From upset plot analysis, the groups of Tucidinostat and DL-sulforaphane contained a smaller number of common genes than either Tucidinostat/TP472 groups or DL-sulforaphane/TP472 groups, respectively. Since TP472 mainly targets BRD9, one may consider that Tucidinostat and DL-sulforaphane trigger the distinct expression pattern in uLMS cells markedly.

Per our studies, we proposed a mechanism model for targeting HDACs in uLMS based on our novel findings that (1) Class I HDACs expression is dysregulated in uLMS tumors and cells, (2) targeting HDACs with Tucidinostat alters the uLMS phenotype with a decrease in cell proliferation and modulation of cell-cycle related genes, and increases the apoptosis process; (3) Tucidinostat and DL-sulforaphane reversed the phenotype of uLMS via different mechanism; (4) Class I HDACs constitutes a distinguished vulnerability in malignant uLMS, and HDAC inhibitors, such as Tucidinostat, alter key pathways and reprogram the oncogenic epigenome and miRNA network to suppress the uLMS phenotype (Figure 17).

The concept that preoperative therapy leads to the improvement of oncological results is widely approved for long-term survival in potentially curative cases and in those with metastatic diseases [90,91,92]. Unfortunately, no single preoperative test can reliably differentiate benign from malignant uterine disease [93]. Therefore, identifying biomarkers to differentiate malignant uLMS from benign UFs will help to initiate preoperative therapy to achieve a better outcome for patients with uLMS.

## 5. Conclusions

Our study demonstrated that uLMS tumors and cells exhibited an aberrant upregulation of class I HDAC proteins. Targeting HDACs in uLMS may impart beneficial effects in uLMS and provide a promising and novel strategy for treating patients with this aggressive uterine cancer. Furthermore, the present study provided a list of potential medications as inhibitors for EMT that can be used in combination with antineoplastic drugs to increase the sensitivity of tumor cells to improve responses to therapy in uLMS cells.

## Figures and Tables

**Figure 1:**
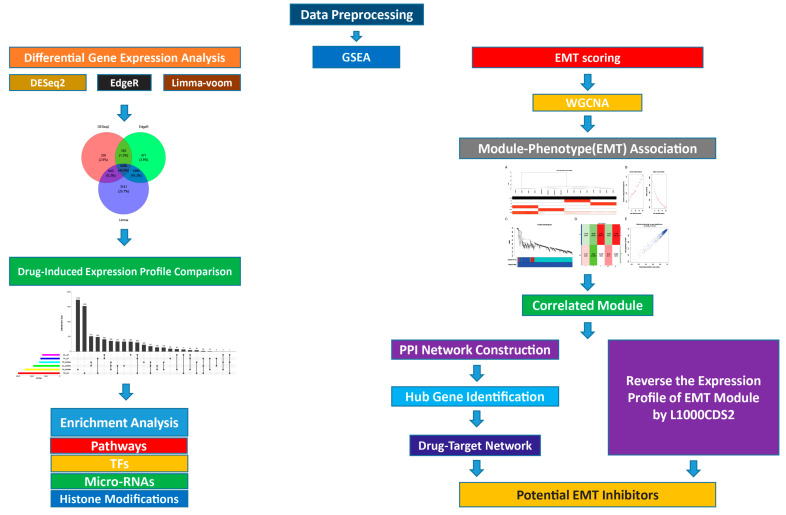
Flowchart of bioinformatics analysis.

**Figure 2:**
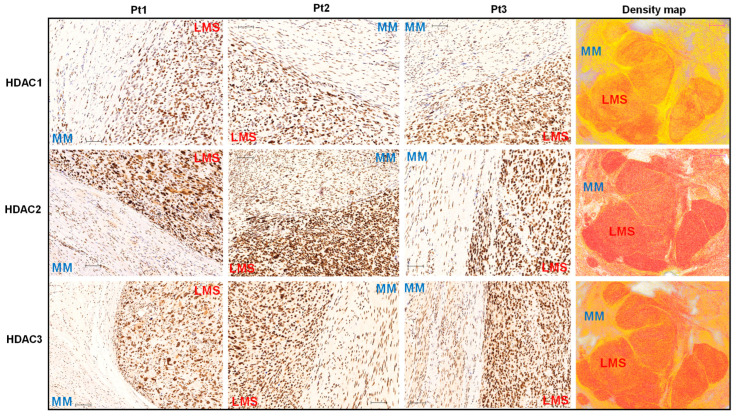
**IHC staining of HDAC1, 2, and 3 in human uLMS tissues and adjacent myometrium.** IHC staining for HDAC1, 2, and 3 is presented with three representative cases. The right column showed the density map of HDAC1, 2, and 3 for the same representative case. Blue color: negative; Yellow color: low expression; brown color: moderate expression; red color: strong expression. Scale bars in black color: 100 µm; Scale bars in red color: 1mm.

**Figure 3:**
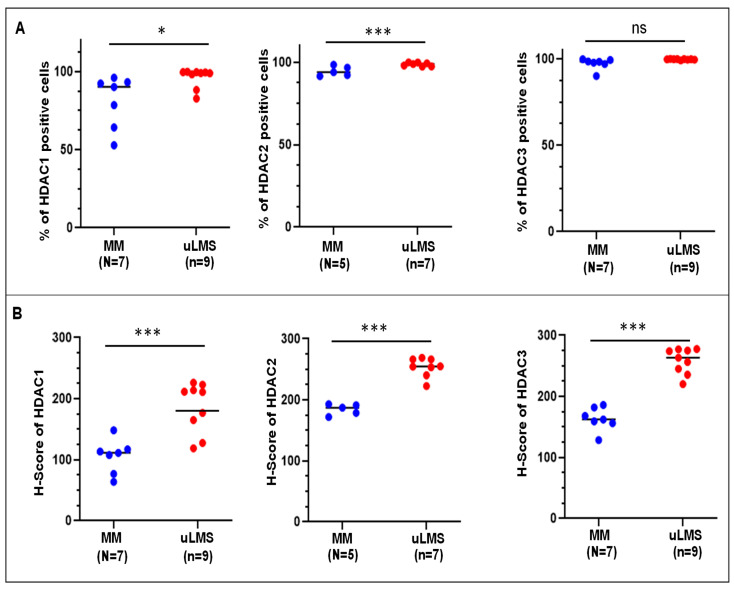
**Percentage of HDACs positive cells and H-score of HDACs expression in uLMS vs. myometrium.** (**A**) Percentage of HDAC1, HDAC2, and HDAC3 positive cells in uLMS and myometrium tissues; (**B**) H-score of HDAC1, HDAC2, and HDAC3 in uLMS and myometrium tissues. * *p* < 0.05. *** *p* < 0.001. ns: no significant difference.

**Figure 4:**
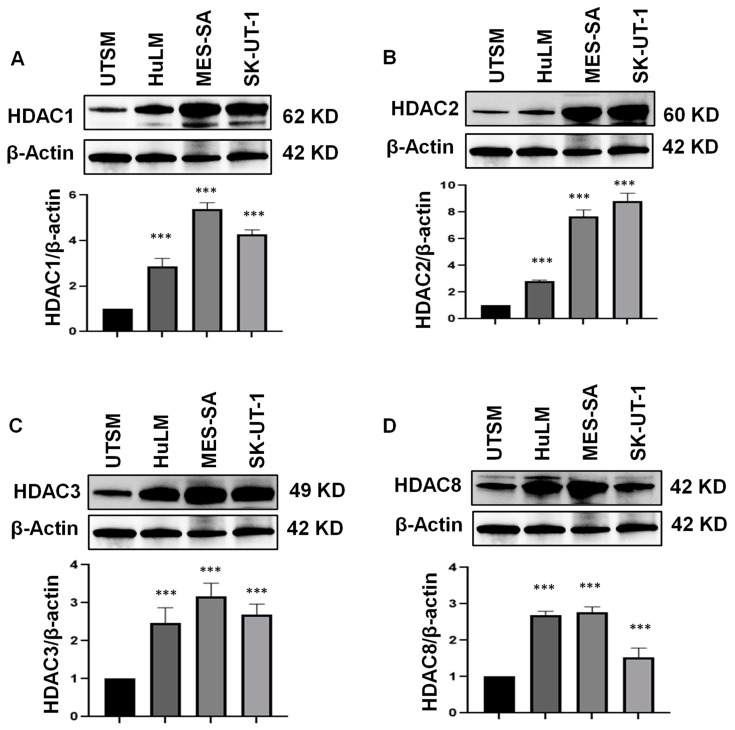
**The expression of Class I HDACs in UTSM, HuLM, MES-SA, and SK-UT-1 cell lines**. The protein levels of Class I HDACs (HDAC1 [(**A**), 2 (**B**), 3 (**C**), and 8 (**D**)] were measured by Western blot. β-actin was used as an endogenous control. Quantitative analysis of relative levels of HDAC1, 2, 3, and 8 (**A**–**D**) was performed using Image J (1.53t version) (NIH, Bethesda, MD, USA). *** *p* < 0.001.

**Figure 5:**
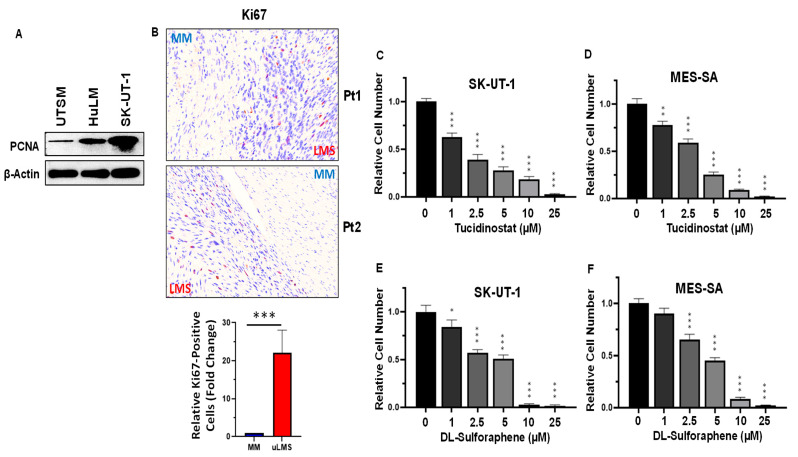
**Treatment with Tucidinostat and DL-sulforaphane decreases uLMS cell proliferation**. (**A**): Abnormal cell proliferation in uLMS cells validated by Western blot using anti-PCNA antibody; (**B**): IHC staining revealed the increased Ki67-positive cells in uLMS tissues compared to the myometrium. Lower panel is the quantitative analysis of Ki67-positive cells between uLMS and adjacent myometrium (*n* = 3) using QuPath software. (**C**): Cell proliferation in SK-UT-1 cells in the presence or absence of Tucidinostat; (**D**): Cell proliferation in MES-SA cell line in the presence or absence of Tucidinostat; (**E**): Cell proliferation in SK-UT-1 cell line in the presence or absence of DL-Sulforaphane; (**F**): Cell proliferation in MES-SA cell line in the presence or absence of DL-Sulforaphane.* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
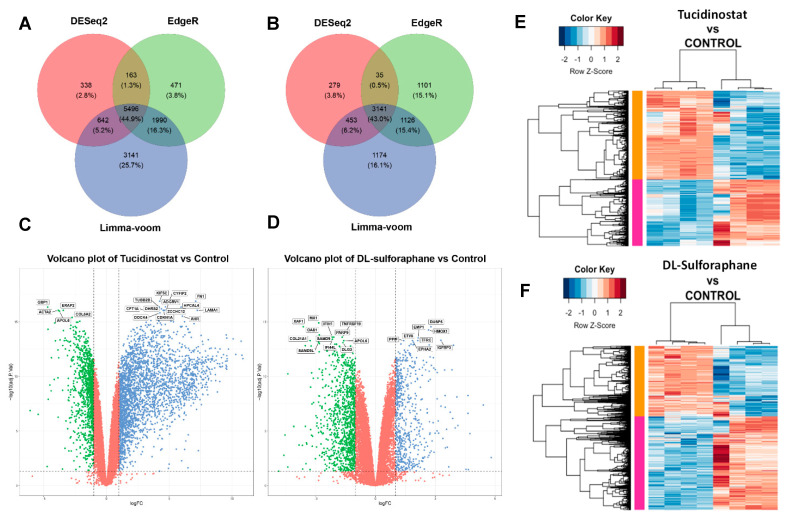
**Treatment with Tucidinostat and DL-sulforaphane sculpts the transcriptome of uLMS cells.** Venn diagrams to demonstrate the DEGs identified by three methods of Limma + voom, edgeR and DESeq2 at Adjusted *P*-value cut off 0.05 and −1.5 > log2FC > 1.5 for (**A**) Tucidinostat vs. Control (**B**) DL-sulforaphane vs. Control. Volcano plots of the gene expression profiles of (**C**) Tucidinostat vs. Control (**D**) DL-sulforaphane vs. Control. The blue points represent upregulated genes, and the green points represent downregulated genes. The vertical dotted black lines represent the log (FC) cutoff, and the horizontal black line represents the logarithmic transformed Adjusted *P*-value cutoff. (**E**) Heat map; Pearson correlation was used to cluster DEG (Tucidinostat vs. Control), which were then represented as a heatmap with the data scaled by Z score for each row. (**F**); Heat map. Pearson correlation was used to cluster DEG (DL-Sulforaphane vs. Control), which was then represented as a heatmap with the data scaled by Z score for each row. DEGs: differentially expressed genes, FC: fold-change.

**Figure 7:**
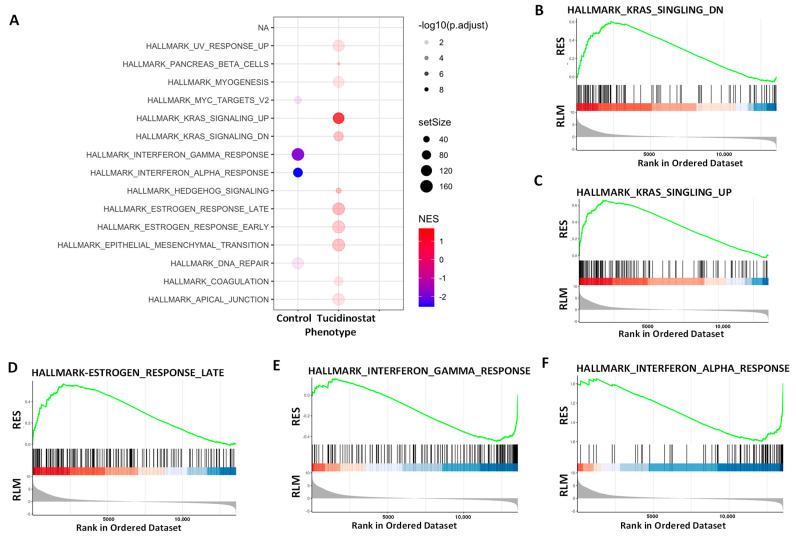
**Hallmark analysis demonstrated the alteration of multiple pathways in SK₋UT₋1 cells in response to Tucidinostat (TD) treatment (Significantly enriched gene sets (HDAC inhibitor vs. control) from GSEA using Hallmark biological processes in MSigDB**. (**A**) Functional pathways analysis identified significantly altered pathways in SK₋UT₋1 cells treated with Tucidinostat. Significantly enriched gene sets (Tucidinostat vs. control) from GSEA using Hallmark biological processes in MSigDB. Gene count and significance levels are shown by the size and color of each circle, respectively. Pathways analysis revealed that several gene sets were altered and associated with KRAS signaling (**B**,**C**), estrogen-response (**D**), interferon-response (**E**,**F**). RES: Running Enrichment Score; RLM: Ranked list metric.

**Figure 8:**
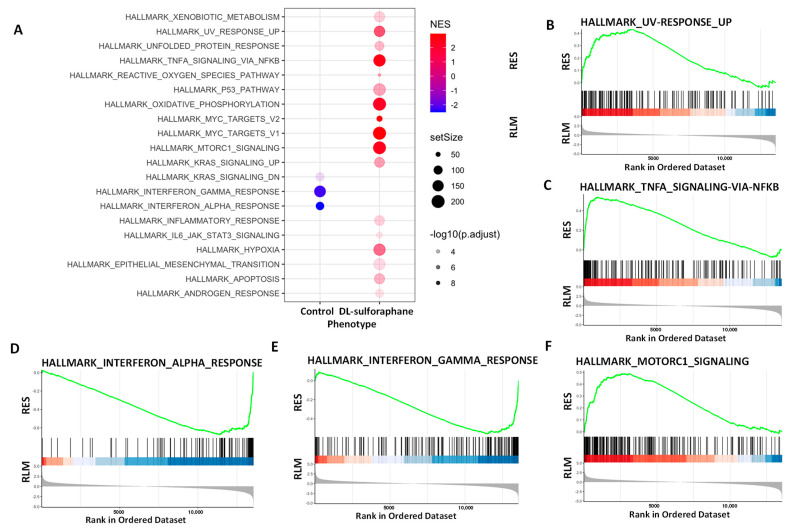
**Hallmark analysis demonstrated the alteration of multiple pathways in SK₋UT₋1 cells in response to DL-sulforaphane treatment (Significantly enriched gene sets (DL-sulforaphane vs. control) from GSEA using Hallmark biological processes in MSigDB**. (**A**) Functional pathways analysis identified significantly altered pathways in SK₋UT₋1 cells treated with DL-sulforaphane t. Significantly enriched gene sets (DL-sulforaphane vs. control) from GSEA using Hallmark biological processes in MSigDB. Gene count and significance levels are shown by the size and color of each circle, respectively. Pathways analysis revealed that several gene sets associated with UV response (**B**), TNFa via NFkB (**C**), Interferon-alpha (**D**), Interferon-gamma (**E**), and MTORC1 (**F**) were altered. RES: Running Enrichment Score; RLM: Ranked list metric.

**Figure 9:**
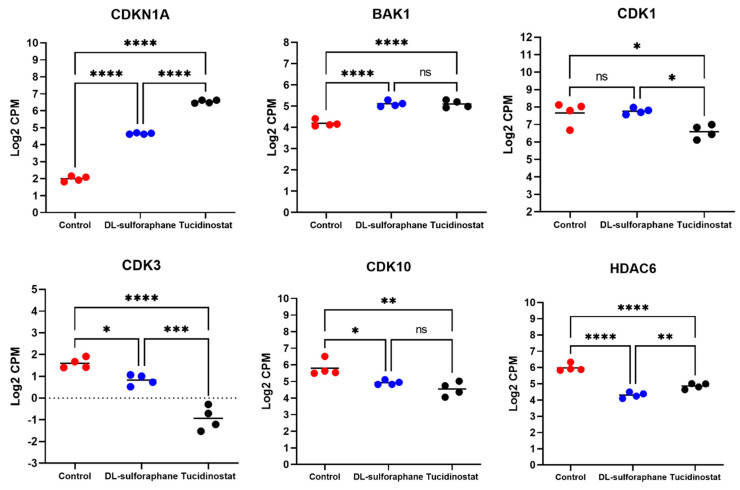
**Tucidinostat and DL**−**sulforaphane altered cell cycle- and apoptosis**−**related gene expression in uLMS cells.** RNA−seq revealed the upregulation of P21 and BAK1 and downregulation of CDK1, CDK3, CDK10, and HDAC6 in uLMS cells. NS: no significant difference; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 10:**
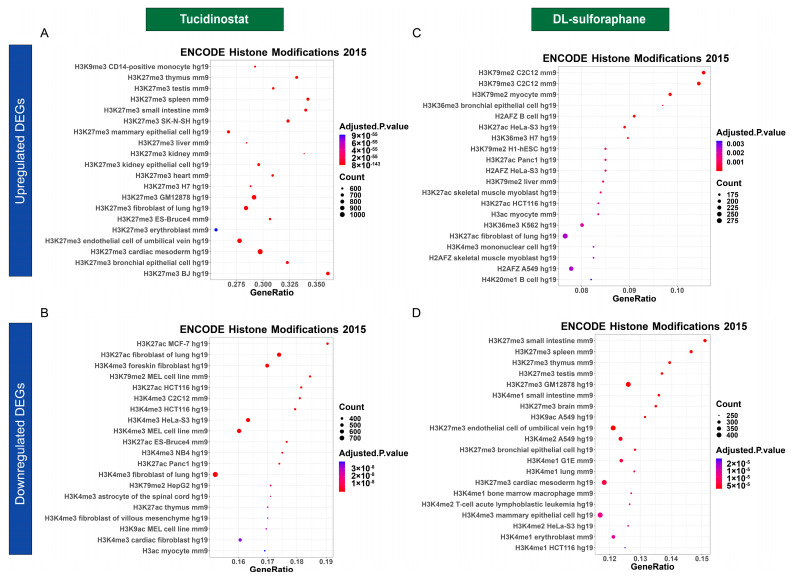
**Dot plot analysis for histone modifications**. The dot plots showed the top twenty enrichment terms for histone modification associated with up DEGs (**A**) and down DEGs (**B**) in response to Tucidinostat treatment. (**C**) histone modifications related to up DEGs in response to DL-sulforaphane treatment. (**D**) histone modifications associated with down DEGs in response to DL-sulforaphane treatment. The *X*-axis represents the gene ratio, and the *y*-axis descript the enrichment components. The area of the circle is proportional to the number of genes assigned to the term, and the color accords with the Adjusted *p*-value.

**Figure 11:**
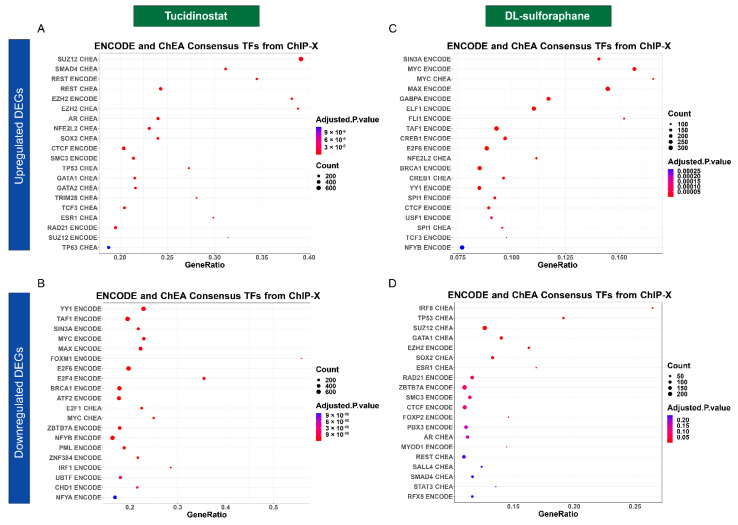
**Transcription factors enrichment analysis**. The dot plots showed the top twenty enrichment Terms for transcription factors associated with up DEGs (**A**) and down DEGs (**B**) in response to Tucidinostat treatment. (**C**) Transcriptional factors associated with up DEGs in response to DL-sulforaphane treatment. (**D**) Transcriptional factor enrichments associated with down DEGs in response to DL-sulforaphane treatment.

**Figure 12:**
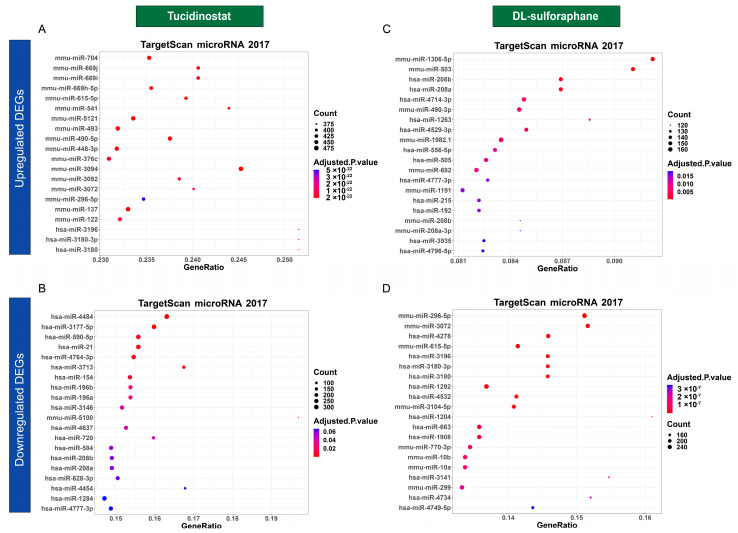
**MicroRNAs enrichment analysis.** The dot plots showed the top twenty enrichment Terms for microRNAs associated with up DEGs (**A**) and down DEGs (**B**) in response to Tucidinostat treatment. (**C**) MicroRNAs associated with up DEGs in response to DL-sulforaphane treatment. (**D**) MicroRNAs associated with down DEGs in response to DL-sulforaphane treatment.

**Figure 13:**
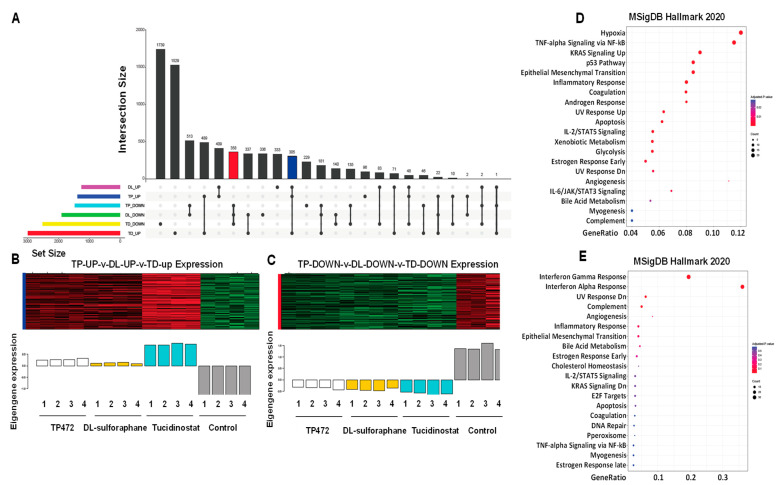
**Intersection size of DEGs across Tucidinostat, DL**−**sulforaphane, and TP472 treatments and associated epigenetic changes**. (**A**) Upset diagram showing the intersection size of upregulated and downregulated genes across drug treatments. (**B**) Eigengenes expression pattern in the blue intersection. (**C**) Eigengenes expression pattern in the red intersection. (**D**,**E**) The dot plot of the top 20 functional enrichment results for (**D**) blue intersection and (**E**) red intersection.

**Figure 14:**
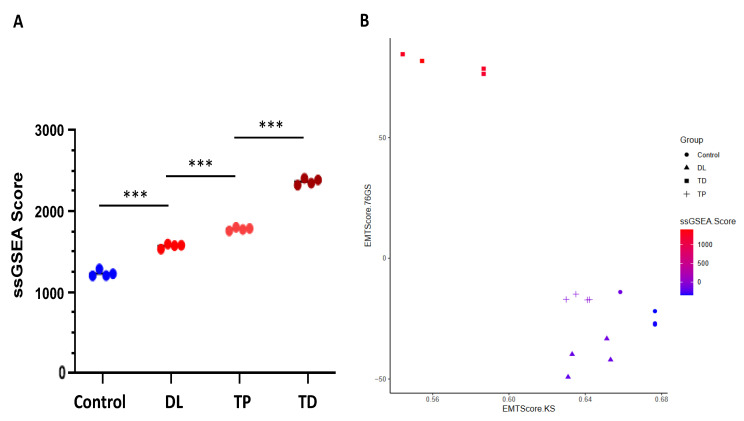
**Apoptosis and EMT scoring**. The *X*-axis represents the 76 gene signature scores, and the *y*-axis describes the Kolmogorov–Smirnov test scores. (**A**) ssGSEA scoring of hallmark apoptosis pathway, (**B**) EMT scoring: Dot shape indicates group, and dot color indicates ssGSEA score for EMT. ssGSEA: Single-sample gene set enrichment analysis. *** *p* < 0.001, DL: Dl-sulforaphane; TP: TP472; TD: Tucidinostat.

**Figure 15:**
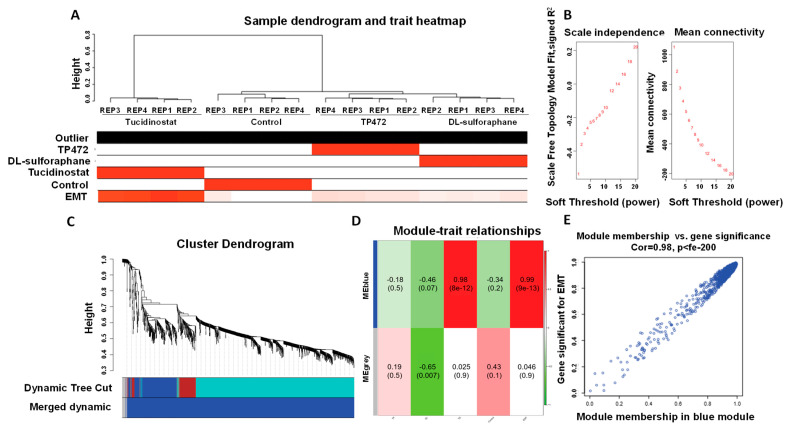
**Sample dendrogram and trait heatmap.** (**A**) The five traits are Tucidinostat, DL−sulforaphane, TP−472, Control, and EMT. (**B**) Scale independence and mean connectivity of various soft-thresholding values. (**C**) Gene co-expression network modules. Different colors represent different modules, and gray represents genes that cannot be merged into any module. The bottom colors represent the module after merging modules. (**D**) Heatmap of the correlation between the clinical traits and MEs. Each cell contains the corresponding correlation and the *P* value. The table is color-coded by the correlation according to the color legend. (**E**) Using linear regression, scatter plots of gene significance (GS) vs. module membership (MM) in the blue modules.

**Figure 16:**
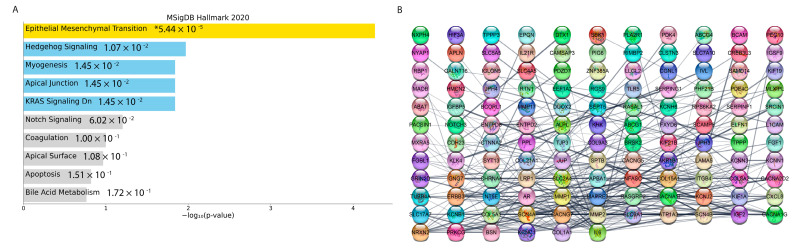
**Protein**−**protein interaction analysis and model**. (**A**) Bar plot for pathway enrichment of genes in the blue module. (**B**) Protein−protein interactions of top genes in the opposite module in a grid layout sorted by degree. * *p* < 0.05.

**Figure 17:**
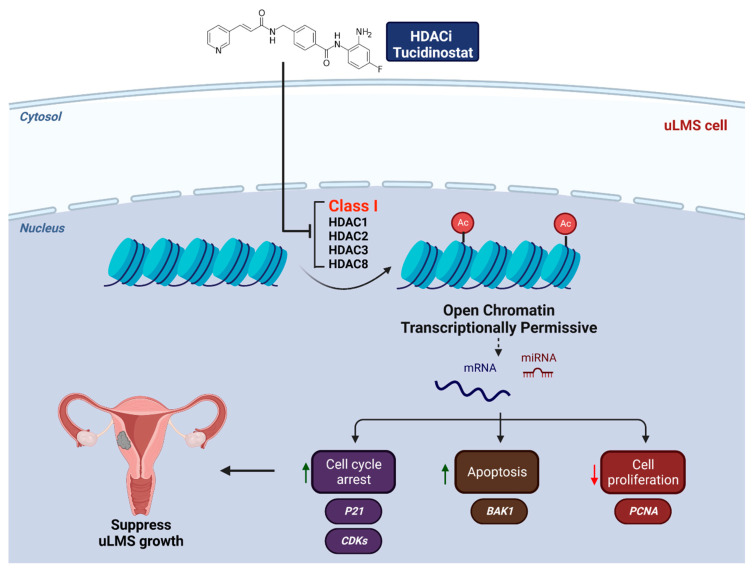
Experimental model. The model shows that Tucidinostat and DL-sulforaphane activate apoptosis, induce cell cycle arrest, induce miRNA-mediated gene regulation, and reprogram pro-oncogenic epigenome in uLMS cells. Note: Arabic numerals are the index for histone modifications.

**Table 1:** Antibodies used in this study.

Antibodies	Company	Catalog Number	Host	Application	Dilution	Size
HDAC1	Cell signaling	34589	Rabbit	WB	1:1000	62 kd
HDAC2	Cell signaling	57159	Rabbit	WB	1:1000	60 kd
HDAC3	Cell signaling	85057	Rabbit	WB	1:1000	49 kd
HDAC8	Abcam	ab187139	Rabbit	WB	1:1000	42 kd
PCNA	Abcam	Ab18197	Rabbit	WB	1:1000	29 kd
β-actin	Sigma	A5316	Mouse	WB	1:8000	42 kd
HDAC1	Abcam	Ab109411	Rabbit	IHC	1:50	
HDAC2	Abcam	Ab32117	Rabbit	IHC	1:500	
HDAC3	Abcam	Ab32369	Rabbit	IHC	1:4000	
Ki67	Abcam	ab15580	Rabbit	IHC	1: 3000	

## Data Availability

Raw FASTQ files were deposited in the NCBI Gene Expression Omnibus (GSE205777).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11233801/s1, Table S1: Tucidinostat drug similarity analysis; Table S2: DL-sulforaphane drug similarity analysis; Table S3: Candidate drugs that target the top 10 percent of EMT modules’ genes; Table S4: Drug candidates for EMT inhibition.

# Supplementary material for: Targeting Class I Histone Deacetylases in Human Uterine Leiomyosarcoma
**Source:** Cells. 2022 Nov 27;11(23):3801. doi: 10.3390/cells11233801
**Supplement:** Supplementary file 1

**Table S1. Tucidinostat drug similarity analysis**

Table S2. DL-sulforaphane drug similarity analysis

**Table S3. Candidate drugs that target the top 10 percent of EMT modules' genes**

**Table S4. Drug candidates for EMT inhibition**

How the deposited data were processed for this re-analysis (not part of the article)

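RNA was sequenced from SK-UT-1 uterine leiomyosarcoma cells treated for 48 h with DMSO, 5 µM Tucidinostat or 5 µM DL-sulforaphane, with 4 libraries per group and 12 in all. The cultures are of 1 cell line, so the libraries stand for repeated cultures and not for patients. The labels do not say whether replicate numbers pair the libraries, and the main fit treated them as unpaired. The deviations of same-numbered libraries from their group means correlated between −0.67 and 0.31 over 12 pairs, with 5 above 0.1. These values give no sign of a pairing. They cannot exclude one, because GC content trends of single libraries weigh on them.

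The authors aligned reads with STAR to a human reference, quantified transcripts with Salmon and summed estimated counts per gene. The values are expected counts, not normalized between libraries and with no filter stated. Neither the genome build nor the annotation is named in the text, and gene positions, GC content and transcript lengths were taken from GENCODE v29 on GRCh38, to which 58107 of 60282 gene IDs (96.4%) matched. Whether reads were assigned by strand is not stated. Salmon divides reads shared between paralogs, readthrough genes and overlapping genes by a model, and its estimates were used as they are.

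Total counts per library had a median of 35723106. The variance between replicates beyond counting noise was larger than counting noise (edgeR's dispersion times the mean count above 1) for 94.9% of the 18823 tested genes. The number of libraries thus limits their precision, and low depth adds noise for genes with few counts such as CDK3, IL6 and MMP1. A group whose libraries all had 3 counts or fewer was treated as at the floor, and folds against it are lower bounds. The medians of lists were also computed with such genes at their bounds.

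The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with gseapy 1.3.1, numpy 2.4.6 and pandas 2.3.3. Counts were rounded, normalized by TMM, filtered by filterByExpr and fitted with edgeR's quasi-likelihood model, with 12 libraries in 1 fit. Tests are two-sided, p was adjusted by the Benjamini-Hochberg method over 18823 genes, and the limits were an adjusted p of 0.05 and a fold change of 1.5. The SE of a log2 fold change was approximated as its size divided by the square root of the F statistic. Log2 CPM used a prior count of 2. DESeq2's Wald test and limma-voom were run on the same genes with the same limits.

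Gene lists were written by hand for interferon response, TNFa-NFkB and immediate-early genes, MYC targets and ribosome biogenesis, MTORC1 signaling, NRF2 targets, pro-apoptotic and anti-apoptotic genes, cell cycle, DNA repair, RAS-MAPK activity, estrogen response, epithelial, mesenchymal and smooth muscle genes, neuronal genes regulated by REST, and HDAC inhibitor response. They are not the Hallmark sets. Each was tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. ssGSEA scores with weight 0.25 were compared by two-sided exact permutation tests of the difference of means, with 0.029 as the smallest p for 4 libraries against 4 as well as for 3 against 4. Principal components were computed on the 10% of genes with the highest variance of log2 CPM.

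Named genes are those the paper names for these libraries in Figure 9, the legible labels of Figure 6C,D read by eye, the genes of Table S3, HDAC1 to HDAC11, PCNA and MKI67, members of the reported lists, and the 5 genes with the largest fold change in each direction and for each drug among DEGs whose 4 treated libraries lie on 1 side of the 4 DMSO libraries, with at least 10 counts in every library of the higher group. These rules, the comparisons, the lists and most alternatives were chosen before the data were examined. The alternatives were RLE size factors, upper-quartile normalization, library size only, no filter on low counts, CPM above 1 in at least 4 libraries, at least 10 counts in every library, DESeq2, limma-voom, edgeR's likelihood ratio test, other fold change limits, only the 2 groups compared, counts not rounded, a replicate block, and each library left out in turn. For scores and components they were a mean z-score, a prior count of 0.5, the median absolute deviation, and other shares of variable genes. Chosen after seeing the data were the removal of the trend with GC content and transcript length from each library (lowess span 0.3), DESeq2 with at least 10 counts in every library, limma-voom with no fold change limit, and a simulation without the noise of estimation.

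The methods were tested on simulated counts of 15527 genes, of which 200 were changed by 2 on the log2 scale and 30 more, as a list, by 1. The filter on low counts left 15525 genes, 15295 of them unchanged. The quasi-likelihood test recovered 99% of the 200 changed genes and called 10 of the unchanged genes. DESeq2, limma-voom and the likelihood ratio test recovered 99.5%, 98% and 99.5% and called 38, 9 and 36 unchanged genes. In a further simulation, a GC trend was added to a group with no changed genes. Of the 15527 genes tested there, 1617 were called in that group before the trend was removed. After its removal, 97.5% of the 200 changed genes of the other group were recovered. The added trend was the same in all libraries of the group, whereas in the data the GC content trends differ between libraries of 1 group. This simulation therefore does not show how the tests or the removal behave with such trends. Effects of common DMSO libraries on shared DEGs were simulated 20 times for each kind of data, with each gene drawn independently.

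Libraries of TP472, the Enrichr, L1000CDS2 and network analyses, the Hallmark sets, the 76GS and KS scores, and the experiments other than RNA-seq were not analysed here.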

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

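The tests that remove a trend with GC content or transcript length were added after the data were seen, although before their own results, and the test of the neuronal genes under other scalings was chosen only after the result was seen.

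In 75 groups of 4 libraries, 7 held a library far from the other 3, where about 1 in 20 groups, or 3.8, would by chance. The library was DMSO replicate 3 in 5 of the 7, and DMSO replicate 1 and DL-sulforaphane replicate 2 in 1 each.

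DL-sulforaphane replicate 2 gave 29% of its counts to 7 structural RNAs, against 14.5% to 16.8% in the other libraries of its group. A few abundant RNAs that take a varying share of the counts lower all other genes when libraries are scaled by size only, and TMM gave this library a factor of 0.692. Without this library 4187 genes were DEGs with DL-sulforaphane, against 5036 with it. Leaving out DL-sulforaphane replicate 1, 3 or 4 instead gave 4828, 4198 and 4423, so the drop was not particular to replicate 2. The design names no biological difference between libraries of 1 group, and no biological explanation was tested.

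DMSO replicate 3 had a log2 CPM of 6.45 for CDK10 (5.52 to 5.61 in the other DMSO libraries), 5.68 for HDAC2 (6.59 to 6.74), 5.27 for HDAC5 (4.45 to 4.55) and 6.95 for HDAC9 (7.49 to 7.54), and an epithelial score of −2120 (−2630 to −2600). Its mean distance from the other DMSO libraries was 1.85 times their distance from each other. This multiple was 1.5 after the GC content trend was removed, 1.87 after the transcript length trend was removed and 1.86 with the structural RNAs left out, which argues against each of them as the whole cause. The GC content trend accounts for part of the distance. A sample mixed with treated cells would hold the genes that treatment raises. Over the 200 genes that rose most with Tucidinostat, DMSO replicate 3 lay a median of 0% of the way from the other DMSO libraries to the treated level, and 0.229% over 200 genes above 20 CPM. For DL-sulforaphane these were 3.37% (quartiles −5.99% to 26.5%) and −1.87% (quartiles −21.3% to 25.3%). For Tucidinostat the quartiles were 0% to 0.0945% and −1.05% to 5.59%. The values argue against a mislabelled sample for either drug and against a mix with Tucidinostat-treated cells. A small share of DL-sulforaphane-treated cells cannot be ruled out, because the genes spread widely in both directions. What sets the library apart beyond GC content stays open, and no biological explanation was tested.

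DMSO replicate 1 had a pro-apoptotic score of 2490, below 2720 to 2750 in the other DMSO libraries. Without it the difference of Tucidinostat from DMSO was −211.6 instead of −151.7. No explanation was tested for this library.

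The neuronal genes regulated by REST, outside the genes the paper discusses, were higher with Tucidinostat, with a median edgeR log2 fold change of 3.09 and 19 of 21 genes past the threshold (camera adjusted p = 1.16e-08). The call held under fry and with the estimated correlation. The study had picked 1 of these genes and another list holds 1. The median was 3.15 with the GC content and transcript length trend removed, 3.11 with RLE size factors, the value nearest 0 among the other scalings, and 2.96 without DMSO replicate 4, the value nearest 0 among the fits without 1 DMSO library. In 10000 random lists of like expression, the middle 95% of medians lay between −0.356 and 0.781. These values argue against GC content or length, library scaling, a general shift of genes of this level and a single DMSO library. With DL-sulforaphane the list changed by a median difference in log2 CPM of −0.48 (adjusted p = 0.33), and by −0.64 in edgeR log2 fold change with genes at their bounds. A direct or indirect release of silenced neuronal genes by HDAC inhibition may underlie the rise to 3.15 and stays a hypothesis, found and tested on the same libraries.

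A further 580 genes had 3 counts or fewer in every DMSO library and at least 10 in every Tucidinostat library, and 576 of them were DEGs. Of these genes, 473 are protein coding and 60 are lncRNAs, 3 belong to the neuronal list, and 461 had 3 counts or fewer in every DL-sulforaphane library. After all libraries were thinned to 30854143 counts, 546 remained, which argues against a difference in library size. Under the same limits 8 genes were on with DL-sulforaphane and 8 were off with Tucidinostat, which argues against chance among libraries. Activation of silent genes by Tucidinostat may explain the 546 genes, as a hypothesis.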

How the results depend on the processing

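Chosen only after the result was seen were DESeq2 with at least 10 counts and limma-voom with no fold change limit, and the removal of the GC content and transcript length trend was added after the data were seen, although before its own results. The cause of a change was not tested, except where the setting itself holds fewer genes or libraries.

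Of the DEG counts, 203 under alternatives stayed within 1.5 times the reported count and 31 moved further. With library size only, 1094 genes were higher with DL-sulforaphane and 1947 lower with Tucidinostat than with DL-sulforaphane. With at least 10 counts in every library, which leaves fewer genes to test, Tucidinostat gave 5274 DEGs, 2684 of them higher, and 3561 genes were higher than with DL-sulforaphane. DESeq2 with the same filter gave 2781 and 3666 higher genes.

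With a log2 fold change above 1.5, the counts were 3512 (2734 higher, 778 lower) for Tucidinostat, 1273 (375 and 898) for DL-sulforaphane, 4303 (3489 and 814) between the drugs, and 325 shared (202 and 123) with 225 in opposite directions. With a log2 fold change above 1, Tucidinostat had 5351 DEGs (1810 lower), DL-sulforaphane 2729 (913 higher, 1816 lower), 2201 genes were lower between the drugs, and 745 were shared (387 and 358) with 504 in opposite directions. With no fold change limit, 1544 genes changed in opposite directions. A replicate block, although no pairing is stated for the libraries, gave 7555, 4282 and 9519 DEGs and 1234 shared.

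When each library was left out in turn, the Tucidinostat DEGs ranged from 7563 to 9235, the DL-sulforaphane DEGs from 4187 to 5306, those between the drugs from 9274 to 10581, the shared DEGs from 1298 to 1558, and those in opposite directions from 821 to 1042, all within 1.5 times the reported counts.

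The share of the first principal component was 87.4% for the top 5%, 78.6% for the top 20%, 76.4% with the median absolute deviation and 78.2% with a prior count of 0.5. It ranged from 80.8% to 87.2% (without DMSO replicate 3) when each library was left out, with an SD of 1.99.

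Of the Figure 9 results, 92 under alternatives kept direction and side of the threshold. Library size only moves the median log2 fold change of all genes from −0.06 to −0.30 with DL-sulforaphane and from −0.02 to 0.15 with Tucidinostat, and the signs that turn with it, here and below, belong to values smaller than this shift. CDK1 with DL-sulforaphane was −0.21 with library size only, and ranged from −0.21 without DMSO replicate 3 to 0.21 without DMSO replicate 2. CDK3 with DL-sulforaphane no longer passed with no filter on low counts (−0.73), with the replicate block (−0.76) or with the GC content and length trend removed (−0.57). It ranged from −0.85 to −0.66 (without DMSO replicate 3) and was lost in 8 of the 12 fits without 1 library. Its depth, at most 130 counts per library, is 1 limit of this result, beside the spread between replicates.

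Of the other named genes, 847 results under alternatives were unchanged, 16 weaker and 9 stronger. Directions turned for HDAC5 with Tucidinostat (0.087) and HDAC1 with DL-sulforaphane (−0.13) with library size only, for HDAC3 with DL-sulforaphane with no filter (0.026), and for CACNA1G (0.26) and HDAC7 (0.14) with DL-sulforaphane with the trend removed. Leaving out 1 library changed 20 of 110 results. The ranges of those that turned were −0.058 (without DMSO replicate 3) to 0.26 for HDAC2 and −0.16 to 0.17 (without DMSO replicate 3) for HDAC5 with Tucidinostat. With DL-sulforaphane they were −0.09047 (without DMSO replicate 3) to 0.074 (without DMSO replicate 4) for HDAC3, and −0.72 to 0.39 for CACNA1G, −0.43 to 0.175 for HDAC7 and −0.29 to 0.0796 for MKI67, each highest without DMSO replicate 3.

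Of the list tests, 201 under alternatives were unchanged. With the estimated correlation, 6 calls were lost, with medians of 0.779 (TNFa-NFkB), 0.686 (NRF2 targets), 0.636 (estrogen response), 0.75 (epithelial) and 0.925 (HDAC inhibitor response) for Tucidinostat and 0.423 (anti-apoptotic) for DL-sulforaphane. Fry tests each gene set by itself and not against other genes. It gave the other direction, with the same medians, for MTORC1 signaling (−0.0557) and pro-apoptotic genes (0.11) with Tucidinostat and for HDAC inhibitor response (−0.246) with DL-sulforaphane. It passed anti-apoptotic (−0.216), mesenchymal (0.353) and smooth muscle genes (−0.219) with Tucidinostat, and MTORC1 signaling (0.265), pro-apoptotic (0.262), estrogen response (0.346), epithelial (−0.604), mesenchymal (−0.171), smooth muscle (−0.0899) and neuronal genes (−0.481) with DL-sulforaphane. With library size only, the epithelial list with Tucidinostat (0.924) no longer passed and the cell cycle list with DL-sulforaphane turned (−0.186). Camera placed the pro-apoptotic list with Tucidinostat lower than other genes, although its median was 0.11, and higher with CPM above 1 (median 0.139), past the threshold in neither case. With the trend removed, estrogen response with DL-sulforaphane passed (0.335). Without 1 library, estrogen response ranged from 0.438 (without Tucidinostat replicate 3) to 0.662 with Tucidinostat, lost in 9 of 12 fits, and from 0.183 (without DL-sulforaphane replicate 2) to 0.437 with DL-sulforaphane, passing in 1.

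Leaving out DMSO replicate 3 moved list medians by over 1.5 times to 1.19 for epithelial, −0.0658 for pro-apoptotic, −0.249 for MTORC1 signaling and −0.0199 for smooth muscle genes with Tucidinostat, and with DL-sulforaphane to −0.145 for neuronal, 0.164 for pro-apoptotic, −0.0265 for cell cycle, −0.107 for DNA repair, 0.0271 for smooth muscle and −0.128 for HDAC inhibitor response genes. Other libraries also moved small medians that far. The other ends of the ranges were 0.0403 (without DMSO replicate 4) for MTORC1 signaling, 0.157 (without DMSO replicate 2) for pro-apoptotic and −0.417 (without Tucidinostat replicate 1) for smooth muscle genes with Tucidinostat, and 0.137 (without DMSO replicate 4) for cell cycle and −0.00188 (without DL-sulforaphane replicate 2) for DNA repair genes with DL-sulforaphane. Smooth muscle genes with DL-sulforaphane ranged from −0.229 (without DMSO replicate 2) to 0.105 (without DL-sulforaphane replicate 2), and the mesenchymal median with Tucidinostat was 0.219 without Tucidinostat replicate 1. With genes at their bounds, the DL-sulforaphane medians of edgeR log2 fold changes moved from −2 to −1.96 for interferon response, 0.33 to 0.26 for estrogen response, −0.18 to −0.21 for mesenchymal, −0.20 to −0.05 for smooth muscle and −0.57 to −0.64 for neuronal genes.

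Of the scores, 19 under alternatives were unchanged. With a mean z-score, the pro-apoptotic difference of Tucidinostat turned (0.0755) and the anti-apoptotic one no longer passed (−0.542). With no filter, the pro-apoptotic (146.4) and epithelial (−802.6) differences of DL-sulforaphane no longer passed and the mesenchymal difference of Tucidinostat did (1353). A prior count of 0.5 leaves the ranks of genes as they are, so it does not test the scores. Without 1 library, the pro-apoptotic difference of Tucidinostat ranged from −211.6 (without DMSO replicate 1, then past the threshold) to −124.8, its mesenchymal difference from 595.5 to 847.3 (without DMSO replicate 3, then past the threshold), and the mesenchymal difference of DL-sulforaphane from −591.8 to −364.4, which no longer passed without DL-sulforaphane replicate 2 (−495.1).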

Differences from the paper's values

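Limma-voom with no fold change limit and DESeq2 with at least 10 counts in every library were chosen only after the result was seen. Of the values compared, which were DEG counts, percentages of genes and of shared DEGs, the number of most variable genes and the means of Figure 9, none computed with the settings of the passages differed from the paper's by the limits used here (a ratio above 1.5, or for Figure 9 the larger SD). The edgeR counts were 8028 and 5036 against the paper's 8120 and 5403. The counts of shared genes in Figure 13A, which set apart the genes also changed with TP472, were not compared.

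Among the alternatives set before the data were examined, the edgeR counts differed from the paper's by more than 1.5 times with a log2 fold change above 1 or above 1.5 for both drugs, and with at least 10 counts in every library for Tucidinostat. With library size only, mean log2 CPM differed from Figure 9 for CDKN1A with both drugs and for BAK1 and CDK1 with DL-sulforaphane.

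The paper ranks limma-voom highest and DESeq2 lowest in number of DEGs. Here, beside edgeR's quasi-likelihood test, DESeq2 gave the highest number for both drugs, 8125 and 5444, and limma-voom gave 8117 and 4856, the lowest for DL-sulforaphane. With edgeR's likelihood ratio test, edgeR gave the highest, 8317 and 5526. Limma-voom with no fold change limit, chosen after seeing the values, gave 9702 and 6231, and DESeq2 with at least 10 counts in every library, also chosen after seeing the values, gave 5428 and 4331.

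The paper gives a higher apoptosis score for each drug and the highest for Tucidinostat. Here the pro-apoptotic score of Tucidinostat was below DMSO by a difference that did not pass (−151.7, exact permutation p = 0.11) and below DL-sulforaphane (−654.4), and a mean z-score gave 0.0755 against DMSO. Its anti-apoptotic score was also lower, by −790.6 against DMSO and −1650 against DL-sulforaphane (exact permutation p = 0.029 for each), and with a mean z-score the difference from DMSO no longer passed (−0.542). The lists here are not the set the paper scored.

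The paper gives a higher EMT level with both drugs. Here the mesenchymal score was lower than DMSO with DL-sulforaphane (−519.3). With Tucidinostat its difference of 692.4 did not pass (exact permutation p = 0.057), nor did a mean z-score (0.235, exact permutation p = 0.17). It passed with no filter on low counts (1353) and without DMSO replicate 3 (847.3). The epithelial score fell with DL-sulforaphane (−556.8) and rose with Tucidinostat (1555, exact permutation p = 0.029 for each). With no filter, the fall with DL-sulforaphane no longer passed. The lists thus give no single direction of EMT for either drug. The 76GS and KS scores were not used here.

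For MTORC1 signaling with DL-sulforaphane, which the paper lists as altered, the hand-written list did not pass by camera and passed under fry (median 0.265).

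The label read as COL6A2 in Figure 6C is shown as changed with Tucidinostat. COL6A2 did not pass here (0.27) and did without DMSO replicate 3 (0.86).

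The paper lists MYC targets among pathways altered by both drugs. With Tucidinostat the hand-written list did not pass (median −0.28 in log2 CPM, 3 of 29 genes higher and 6 lower, camera adjusted p = 0.167), and no alternative run here changed that. With DL-sulforaphane it passed.

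The paper describes the hub genes of Table S3 as increased, without naming a drug at that point. For its L1000CDS2 search it used the fold changes of the module between Tucidinostat and control. The DL-sulforaphane values here are therefore not set against a statement of the paper about that drug. With Tucidinostat 17 of the 18 were higher, with a median log2 fold change of 2.40. With DL-sulforaphane 12 of the 18 were lower and 3 higher, with a median log2 fold change of −1.81, and −1.06 without DMSO replicate 3.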

Other observations

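Chosen only after the result was seen were the tests of interferon genes between the drugs, the tests of gene lists under other scalings and the comparison of the share of shared DEGs with its simulated values, and the tests that remove the trend with GC content and transcript length were added after the data were seen, although before their own results.

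Each comparison was repeated on the 35 splits of its 8 libraries into 4 and 4, with only these libraries in the fit. For Tucidinostat against DMSO (7413 DEGs), for DL-sulforaphane against DMSO (4334) and for Tucidinostat against DL-sulforaphane (9981), 1 of the 35 splits, the real one, gave as many DEGs.

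Interferon response genes were lower with both drugs. With Tucidinostat the median edgeR log2 fold change was −1.56, outside the middle 95% of 10000 random lists of like expression (−0.38 to 0.0969), and it was −1.6 with the GC content and transcript length trend removed, −1.4 with library size only, the value nearest 0 among the other scalings, and −1.58 without DMSO replicate 4, the value nearest 0 among the fits without 1 DMSO library. With DL-sulforaphane it was −2 (random lists −0.215 to 0.215), and −1.92, −1.99 (RLE size factors) and −1.94 under the same tests. These values argue against GC content or length, library scaling, a general shift of genes of this level and a single DMSO library. Relative to the mean of DMSO, the list's median lay between −0.211 and 0.126 in the 4 DMSO libraries and between −2.02 and −1.46 in the 8 treated ones. Of the 41 genes, 26 (63.4%) differed between the drugs, 15 higher and 11 lower with Tucidinostat, against 52.1% of all genes tested. For these 26 genes, high interferon signaling in the DMSO cultures alone leaves the difference between the drugs unexplained. Because 52.1% of all genes differed too, this does not bear on why the list was lower with both drugs. As a whole the list did not differ between the drugs (median log2 fold change 0.273, camera adjusted p = 0.884). For the lowering that both drugs have in common, an effect of both drugs and a high level in all 4 DMSO cultures cannot be told apart, because both drugs were compared to the same DMSO libraries.

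NRF2 targets rose with DL-sulforaphane by a median edgeR log2 fold change of 1.41 (random lists −0.232 to 0.287). The median was 1.36 with the GC content and transcript length trend removed, 1.17 with library size only and 1.32 without DMSO replicate 3. These tests argue against the same technical explanations. AKR1B10, AKR1C1, AKR1C3 and FTH1 share sequence with paralogs or pseudogenes, which was not tested. Activation of NRF2 by DL-sulforaphane may explain the median of 1.36, as a hypothesis.

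The genes of Table S3 rose with Tucidinostat by a median of 2.4 (random lists −0.398 to 0.777), with 2.44, 2.43 (RLE size factors) and 2.33 (without DMSO replicate 2) under the tests of trend, scaling and single DMSO libraries. With DL-sulforaphane the median was −1.81 (random lists −0.667 to 0.203), with −1.4, −1.81 (RLE size factors) and −1.06 (without DMSO replicate 3). The study picked the genes from these libraries, so the values are not independent evidence for their change. Opposite effects of the drugs on these genes may explain medians of 2.44 and −1.4, as a hypothesis.

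Whether the number of DEGs changed in the same direction by both drugs, 1505, goes beyond an effect of the common DMSO libraries stays open, because the simulations of unrelated drugs part. A median of 1501 genes came with more DEGs than observed (8283 and 6034), and a median of 1214 and at most 1241 with the noise of estimation removed (7680 and 5285 DEGs), a simulation chosen after seeing the data. The share in the same direction was 60.1%, above the highest simulated value of 56.1%. The simulations drew each gene independently, so this argues only against gene-by-gene noise of the common DMSO libraries as its whole cause. They held no deviation shared by many genes, such as the GC content trend of DMSO replicate 3 or a common state of the DMSO cultures. Such a deviation stays open as a cause.

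Of HDAC genes other than HDAC6, HDAC1 (log2 fold change 0.64, SE 0.12, adjusted p = 0.000602 by edgeR's quasi-likelihood test) and HDAC3 (0.66, SE 0.11, adjusted p = 0.000294) were higher with Tucidinostat, at 0.56 and 0.57 and under the fold change limit without DMSO replicate 3. HDAC1 also fell under it without Tucidinostat replicate 3 (0.58). HDAC7 (−1.74, SE 0.34, adjusted p = 0.000779) and HDAC9 (−0.81, SE 0.15, adjusted p = 0.000564) were lower. With DL-sulforaphane HDAC5 (−1.82, SE 0.21, adjusted p = 5.1e-05) and HDAC9 (−0.70, SE 0.15, adjusted p = 0.00333) were lower. HDAC4 with Tucidinostat passed without DMSO replicate 3 (0.81). HDAC8 (−0.57, SE 0.15, adjusted p = 0.00658) and HDAC11 (0.57, SE 0.14, adjusted p = 0.00461) stayed under the fold change limit with Tucidinostat. HDAC8 passed without DMSO replicate 3 (−0.64), without Tucidinostat replicate 3 (−0.63) or 4 (−0.65) and with the trend removed (−0.63). HDAC11 passed without DMSO replicate 4 (0.67), DL-sulforaphane replicate 3 (0.60), Tucidinostat replicate 1 (0.62) or 3 (0.60), and with RLE size factors (0.60), library size only (0.73), DESeq2 (0.60) and the trend removed (0.63). HDAC10 with Tucidinostat (−0.60, SE 0.37, adjusted p = 0.201) passed with the trend removed (−0.63). With DL-sulforaphane HDAC11 passed with library size only (−0.70). Adjusted over the list alone, the 12 genes of HDAC1 to HDAC11 without HDAC6, PCNA and MKI67 held 2 higher and 4 lower with Tucidinostat and 2 lower with DL-sulforaphane.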
